# Gene expression profiling in neuronal cells identifies a different type of transcriptome modulated by NF-Y

**DOI:** 10.1038/s41598-020-78682-8

**Published:** 2020-12-10

**Authors:** Tomoyuki Yamanaka, Haruko Miyazaki, Asako Tosaki, Sankar N. Maity, Tomomi Shimogori, Nobutaka Hattori, Nobuyuki Nukina

**Keywords:** Gene expression analysis, Sequencing, Cellular neuroscience, Transcription, Transcriptomics, Organelles

## Abstract

A heterotrimeric transcription factor NF-Y is crucial for cell-cycle progression in various types of cells. In contrast, studies using NF-YA knockout mice have unveiled its essential role in endoplasmic reticulum (ER) homeostasis in neuronal cells. However, whether NF-Y modulates a different transcriptome to mediate distinct cellular functions remains obscure. Here, we knocked down NF-Y in two types of neuronal cells, neuro2a neuroblastoma cells and mouse brain striatal cells, and performed gene expression profiling. We found that down-regulated genes preferentially contained NF-Y-binding motifs in their proximal promoters, and notably enriched genes related to ER functions rather than those for cell cycle. This contrasts with the profiling data of HeLa and embryonic stem cells in which distinct down-regulation of cell cycle-related genes was observed. Clustering analysis further identified several functional clusters where populations of the down-regulated genes were highly distinct. Further analyses using chromatin immunoprecipitation and RNA-seq data revealed that the transcriptomic difference was not correlated with DNA binding of NF-Y but with splicing of NF-YA. These data suggest that neuronal cells have a different type of transcriptome in which ER-related genes are dominantly modulated by NF-Y, and imply that NF-YA splicing alteration could be involved in this cell type-specific gene modulation.

## Introduction

NF-Y, also known as the CCAAT binding factor, is an evolutionarily conserved transcription factor composed of three subunits; NF-YA, NF-YB and NF-YC. It binds to CCAAT motif in the proximal promoter region to induce expression of various genes^1,2^. Despite its general binding consensus and ubiquitous expression, previous observations have highlighted the role of NF-Y in the cell-cycle progression of various types of cells, such as embryonic fibroblasts^3^ and tumor cell lines^4–6^. Furthermore, NF-Y is also critical for progression and maintenance of several stem/progenitor cells including hematopoietic stem cells (HSCs)^7–9^, myoblasts^10,11^ and embryonic stem (ES) cells^12–14^. Among these, in the HSCs and myoblasts, NF-YA expression is shown to be declined during differentiation^8,10^. In contrast, NF-YA splicing is altered during differentiation of ES cells; switching from short isoform lacking exon 3 (NF-YA-S)^15^ to long, full-length isoform (NF-YA-L)^12,13^. Finally, forced expression of NF-YA-S promotes the proliferation of these stem/progenitor cells^8,11^. Thus, one of the essential functions of NF-Y is the cell-cycle progression, in which NF-YA expression and/or splicing is critically involved.

On the contrary, recent studies using NF-YA knockout mice have suggested the role of NF-Y in endoplasmic reticulum (ER) homeostasis^16^. NF-YA remains to be expressed in differentiated brain neurons^17^, and its conditional knockout leads to progressive neurodegeneration accompanied by abnormal protein deposition in ER^18,19^. In addition, NF-YA knockout in differentiated hepatocytes induces liver degeneration and ER disorganization^20^. Direct regulation of ER-related genes by NF-Y is reported^18,21,22^. Thus, NF-Y is also critical for ER maintenance in some of the differentiated cells. However, there is no comprehensive gene-expression study for these cells, and whether NF-Y modulates a different transcriptome in these cells as well as the underlying mechanism regulating distinct cellular functions remains uncertain.

Here, we knocked down NF-Y in two types of neuronal cells, cultured neuro2a (N2a) cells and mouse brain striatal cells, and performed gene expression profiling. We found that the down-regulated genes preferentially contained NF-Y-binding motifs in their proximal promoters, and notably enriched genes related to ER functions rather than cell cycle-related genes. In contrast, profiling of HeLa and mouse ES cells revealed enrichment of cell cycle-related genes in down-regulated genes. Clustering analysis further identified several functional clusters where populations of down-regulated genes were highly distinct among the cell types. These data suggest that neuronal cells have a different NF-Y-transcriptome where ER-related genes are dominantly modulated. Further analyses using chromatin immunoprecipitation (ChIP) and RNA-seq data revealed that transcriptomic difference was not correlated with the DNA binding of NF-Y but partly with exon 3 inclusion of NF-YA, implying isoform-specific modulation of the transcriptome in neuronal cells.

## Results

### Gene expression profiling of NF-Y-knocked down N2a cells

To identify the transcriptome modulated by NF-Y in neuronal cells, we first knocked down NF-YA and -YC in a neuro2a (N2a) cell line, a mouse neuroblastoma cell line extensively used for various neurological and neuroscience studies^17,23–25^. DNA microarray analysis using Agilent DNA arrays identified 745 differentially expressed genes (DEGs) of which 512 were down-regulated including a known NF-Y-target, an ER chaperone Grp94 (Hsp90b1)^18^, in addition to NF-YA and -YC themselves (Fig. 1A,B, Supplementary Table S1). Their mRNA down-regulations were validated by quantitative reverse transcriptase-PCR (qRT-PCR) (Fig. 1C). The down-regulation of NF-YA and -YC proteins was further confirmed by western blot analysis (Supplementary Fig. S1), whereas reduction of Grp94 protein was not significant compared with that of mRNA, possibly due to a time-lag between reduced Grp94 transcription and the protein reduction.

**Figure 1:**
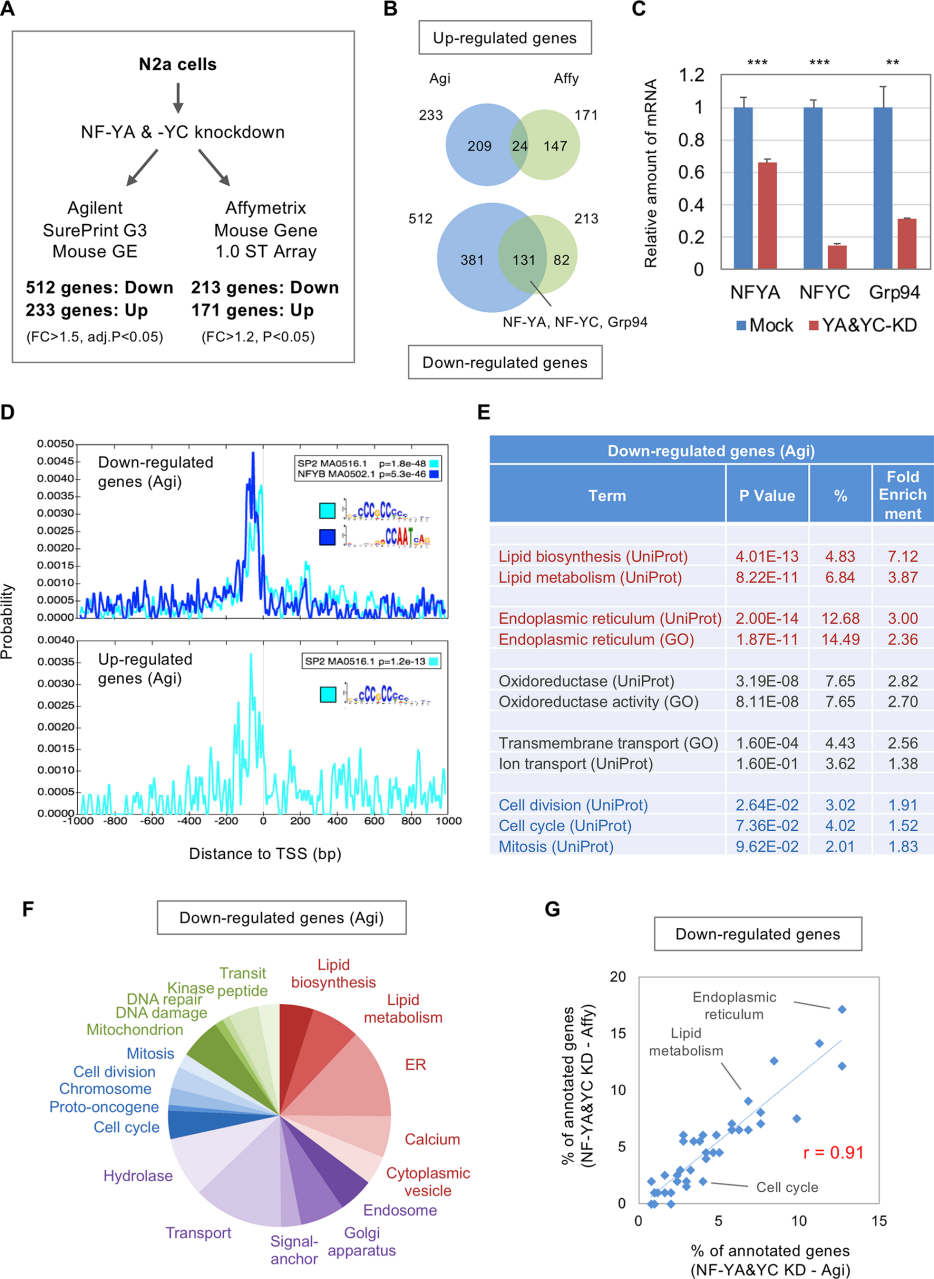
DNA microarray analysis of NF-Y knockdown N2a cells. (**A**) N2a cells were transfected with a knockdown vector for NF-YA and -YC or a control vector, and were processed for gene expression analysis using two DNA microarray systems. Analysis using Agilent arrays identified 745 DEGs of which 512 and 233 genes were down- or up-regulated, respectively, whereas analysis using Affymetrix arrays identified 384 DEGs of which 213 and 171 genes were down- or up-regulated, respectively. (**B**) Comparison of the DEGs identified by two DNA microarray analyses. Relative overlap was observed for down-regulated genes including NF-YA, NF-YC and Grp94. (**C**) qRT-PCR of NF-YA, -YC and Grp94 in control and knockdown cells. Values were means + s.d. of four data (***P < 0.001, **P < 0.01, t-test). (**D**) Genomic sequences of TSS ± 1000 bp for down- or up-regulated genes in Agilent arrays were analyzed by CentriMo to identify local enrichment of transcription factor binding motifs. In contrast to the SP2-binding CpG rich sequence, the NF-Y-binding CCAAT motif was specifically enriched in proximal region of TSS for down-regulated genes. (**E**) Gene-annotation enrichment analysis for down-regulated genes in Agilent arrays. *P* values, populations and fold enrichments were shown. Note the high enrichment of genes for lipid metabolism and ER (red) compared with those for cell cycle (blue). (**F**) Pie graph for the populations of annotated genes down-regulated in Agilent arrays. (**G**) Scatter plot for the populations of annotated genes down-regulated in Agilent or Affymetrix arrays. High correlation was observed on their populations (Pearson's correlation coefficient; r = 0.91).

We then picked up genomic sequences around transcription start sites (TSSs) of down- or up-regulated genes and screened transcription factor-binding motifs by a CentriMo software^26^ (Supplementary Fig. S2A). We observed an enrichment of NF-Y-binding CCAAT motifs in the regions proximal to TSSs for ~ 28% of down-regulated genes but not for up-regulated genes (Fig. 1D). In contrast, local enrichment of SP2-binding sequences was commonly observed for both up- and down-regulated genes (~ 30% of the genes) (Fig. 1D), which may be simply reflecting the CpG richness around TSSs. The proximal CCAAT motif-enrichment was not observed for genes picked up randomly or those dysregulated by knockdown of other transcription factors, USF1/2^27^, whereas USF1/2-binding E-box motifs were enriched in the latter case (Supplementary Fig. S2E,F). These data suggest that the CCAAT motif-enrichment is specific to the genes down-regulated by NF-Y knockdown in N2a cells, and imply that part of the gene down-regulations are direct consequences of reduced NF-Y-binding to their proximal promoters.

We then performed gene-annotation enrichment analysis for the down-regulated genes, and observed high enrichment for genes related to lipid metabolism/ER (red) compared with those related to cell cycle (blue) (Fig. 1E, Supplementary Table S2). Pie graph and scatter plot indicate that populations of the genes for lipid/ER/intercellular trafficking (red and purple) were higher than those for cell cycle/DNA damage/mitochondria (blue and green) (Fig. 1F, Supplementary Fig. S3). Thus, genes related to lipid/ER functions were preferentially down-regulated by NF-Y knockdown in N2a cells.

We further performed microarray analysis using Affymetrix DNA arrays (Fig. 1A), and in this case, low cut-off values were used because down-regulation of NF-YC and Grp94 was less efficient in the RNA samples used for the arrays (Supplementary Fig. S4A). Although obtained DEGs were lesser (384 DEGs; 213 down, 171 up) (Supplementary Table S3), a relative overlap was observed for the down-regulated genes with those identified by Agilent arrays (Fig. 1B). The proximal CCAAT motifs were confirmed to be enriched around TSSs of the identified down-regulated genes (Supplementary Fig. S2B). In addition, genes for lipid/ER/intercellular trafficking were highly populated in the down-regulated genes, even though higher cut-off value was used (Supplementary Fig. S4B–D, Supplementary Table S4). Finally, these gene-populations were highly correlated with those identified by Agilent arrays (Fig. 1G). Taken together, these data suggest that NF-Y dominantly modulates the transcriptome associated with lipid/ER functions in N2a cells.

To examine the consequence of ER gene down-regulation by NF-Y knockdown, we then knocked down Grp94 in N2a cells and performed DNA microarray analysis. We identified 542 DEGs, of which 389 or 153 were down- or up-regulated, respectively (Fig. 2A, Supplementary Table S5). We observed down-regulation of Grp94 without up-regulation of ER stress-related genes such as Grp78 and Chop by DNA microarray, qRT-PCR and western blot analyses (Fig. 2B,C,E, S1), suggesting no induction of ER stress response by Grp94 knockdown. Genes related to lipid metabolism/ER were enriched whereas those related to cell cycle/ DNA damage were rarely observed (Fig. 2D,F, Supplementary Fig. S3, Supplementary Table S6). Because of slight overlaps of the DEGs among the Grp94- and NF-Y-knockdown cells (Fig. 2G), Grp94 down-regulation may be partially involved in the altered transcriptome mediated by NF-Y inactivation.

**Figure 2:**
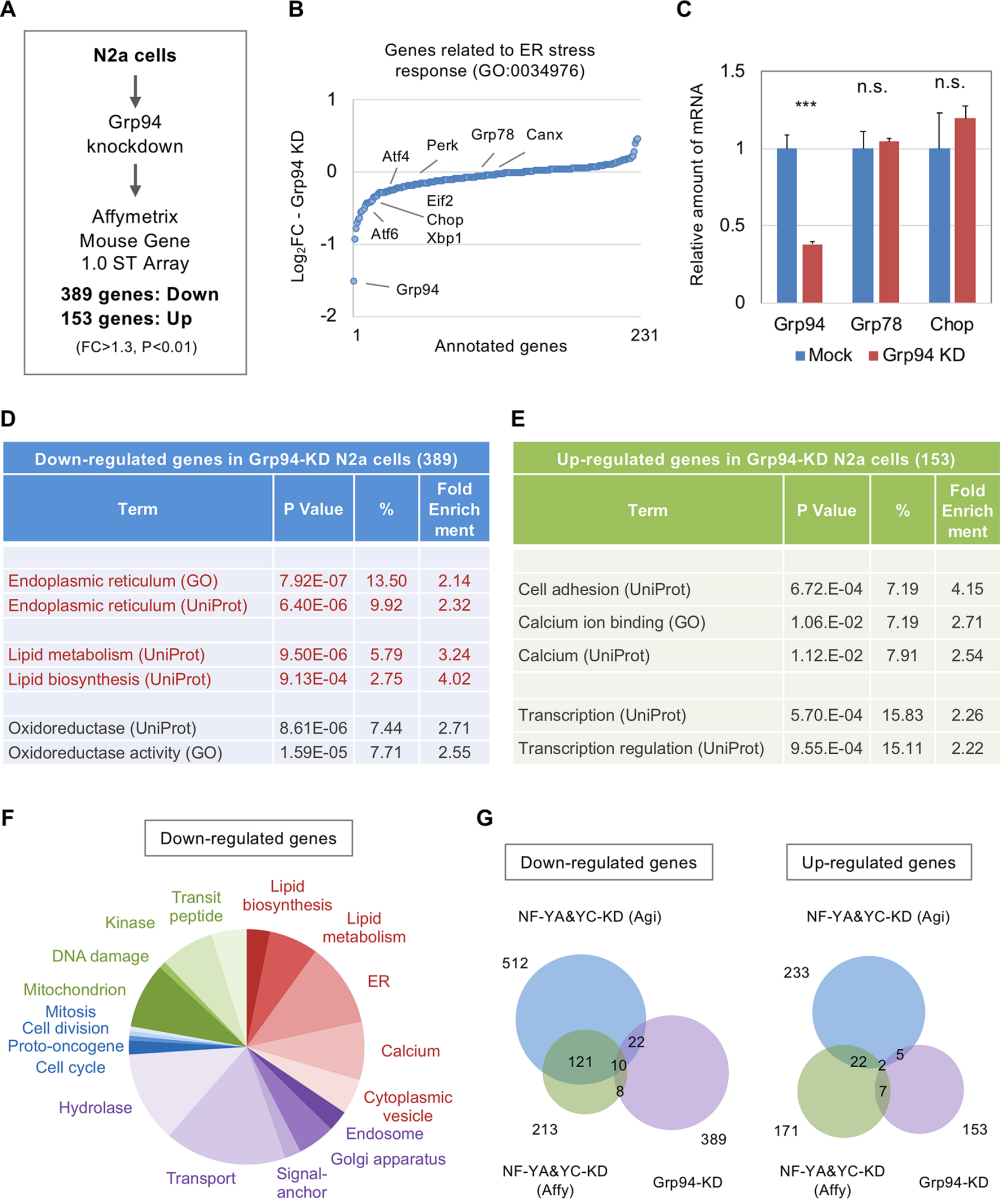
DNA microarray analysis of Grp94 knockdown N2a cells. (**A**) N2a cells were transfected with a knockdown vector for Grp94 or a control vector, and were processed for gene expression profiling using Affymetrix DNA microarray. Total 542 DEGs were identified, of which 389 and 153 genes were down- or up-regulated, respectively. (**B**) Log_2_FC values of the 231 genes annotated to ER stress response (GO 0034976). No distinct induction was observed for these genes. (**C**) qRT-PCR analysis of the ER stress-related genes. Values were means + s.d. of 4 data (***P < 0.001, t-test). (**D**,**E**) Gene-annotation enrichment analysis for down- (**D**) or up-regulated genes (**E**) by Grp94 knockdown. *P* values, populations and fold enrichments were shown. Relative enrichment was observed for genes related to ER and lipid metabolism (red) for down-regulated genes. (**F**) Pie graph for the populations of annotated genes down-regulated in Grp94-knockdown cells. (**G**) Comparison of the DEGs by Grp94 knockdown with those by NF-YA and -YC knockdown. Slight overlap was observed for down-regulated genes.

### Gene expression profiling of NF-Y-knocked down brain striatal cells

To identify the transcriptome modulated by NF-Y in in vivo neural tissues, we injected a virus vector for NF-Y knockdown (AAV1/2-EmGFP-miR-YA&YC) in mouse brain striata (Fig. 3A). A non-targeting vector (AAV1/2-EmGFP-NT2) was injected in different mice as controls. The mice were reared for three weeks after the injection. By immuno-staining of brain sections, we confirmed that EmGFP-expressing cells were positive for a neuronal marker NeuN (Supplementary Fig. S5). We then isolated striata and subjected them to fluorescence-activated cell sorter (FACS) to sort AAV-infected EmGFP-positive, but propidium iodide (PI)-negative living cells (Fig. 3B,C). After preparing total RNAs and checking their integrities (see method), the RNAs were then processed for cDNA synthesis and amplification. By qRT-PCR analysis, we confirmed reduced expression of NF-YC (Fig. 3D), whereas NF-YA reduction was not significant, possibly due to the relatively low effect of the knockdown construct (Fig. 1C).

**Figure 3:**
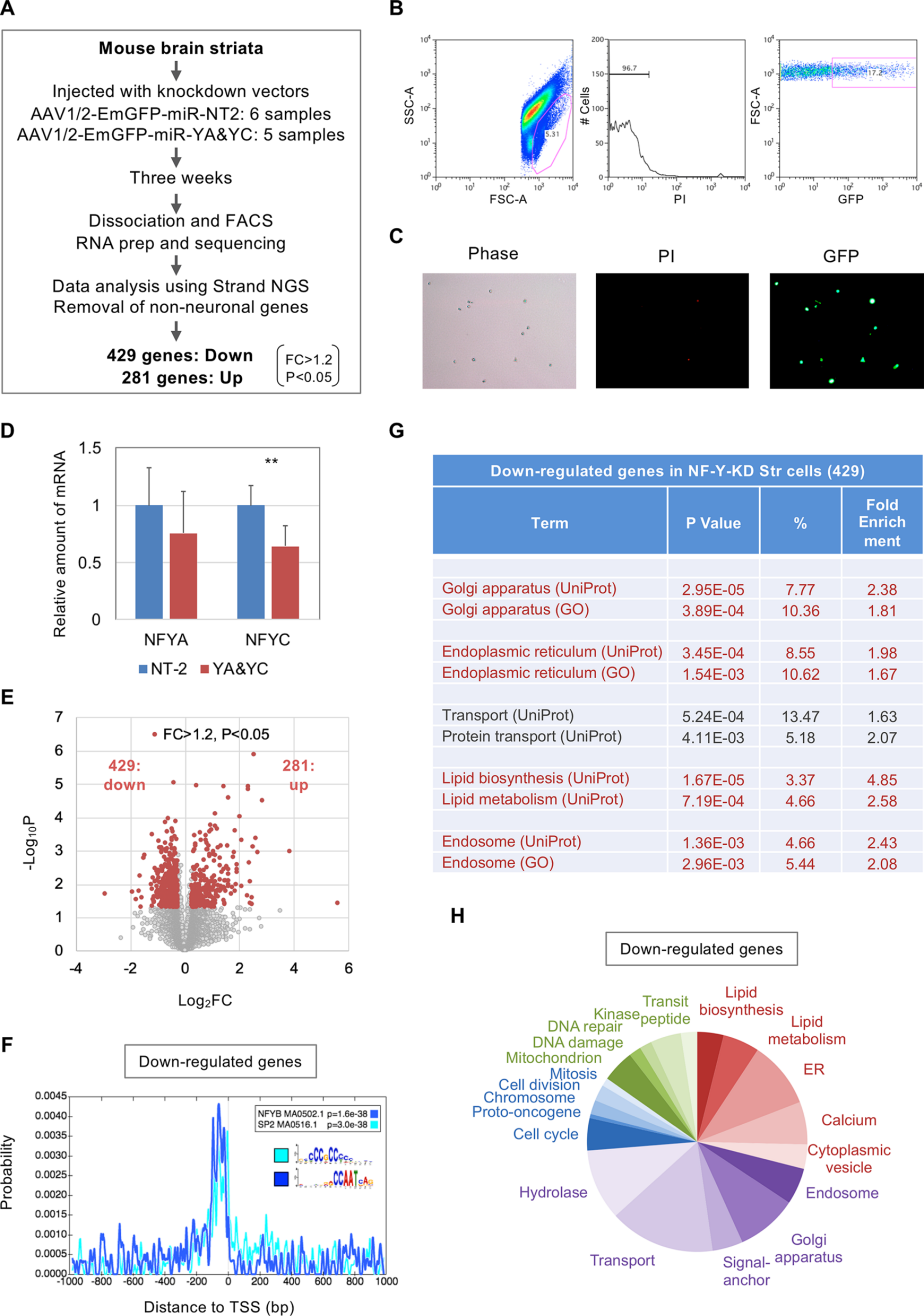
RNA seq analysis of NF-Y knockdown striatal cells in mouse brain. (**A**) Mouse brain striata were injected with the AAV1/2 vector encoding EmGFP-miR-NT2 (control) or that encoding EmGFP-miR-NF-YA and -YC (knockdown). After three weeks, striata were isolated and dissociated to sort EmGFP-positive cells by FACS. RNA was prepared and processed for RNA-seq analysis. After data analysis by Strand NGS software and removal of non-neuronal genes, total 710 DEGs were finally identified, of which 429 and 281 genes were down- or up-regulated, respectively. (**B**) Examples of FACS data. (**C**) Obtained EmGFP-positive and PI-negative cells after sorting. (**D**) qRT-PCR of NF-YA and -YC in control and knockdown striatal cells after sorting. Values were means + s.d. of 6 control and 5 knockdown samples (**P < 0.01, t-test). (**E**) Volcano plot of RNA-seq data. DEGs are colored by red. (**F**) CentriMo analysis of genomic sequences of TSS ± 1000 bp for the down-regulated genes. NF-Y-binding CCAAT motif was enriched in proximal regions in addition to the SP2-binding CpG rich sequence. (**G**) Gene-annotation enrichment analysis for down-regulated genes in NF-YA and -YC knockdown striatal cells. *P* values, populations and fold enrichments were shown. Relative enrichment was observed for genes related to Golgi, ER, lipid metabolism and endosome (red). (**H**) Pie graph for the populations of annotated genes down-regulated in NF-Y knockdown cells.

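RNA was sequenced from EmGFP-positive, PI-negative cells sorted from the striata of 11 samples of male B6 mice, 6 injected with the control vector (NT2 control) and 5 with the knockdown vector that expresses miRNAs against NF-YA and NF-YC (NF-YA/YC knockdown). The mice were injected at 6 weeks of age and the striata were taken 3 weeks later. The cDNA was amplified before library preparation and sequenced as single reads of 50 bases, and the paper's methods give 24 to 37 M reads per sample over the sequencing lanes. The authors counted reads per gene with Strand NGS, and their deposited table holds the estimated counts of 1767 genes, each with a deposited p-value under 0.05, together with log2 values that were scaled per sample and centred on each gene's median. The table therefore holds only genes that had already been chosen by their difference between the 2 groups, and 439 of them had fewer than 200 counts in every sample. Counts summed over the listed genes ranged from 1581757 to 3141324 in the NT2 control samples, with a median of 2673735, and from 1954949 to 3010153 in the knockdown samples, with a median of 2281409. These sums cover only the listed genes and are not the depth of the libraries. Estimated counts, 46.3% of which were whole numbers, were rounded and fitted with edgeR's quasi-likelihood test after TMM normalization, without covariates. A gene was called differentially expressed at an unadjusted p-value under 0.05 and a fold change above 1.2, the thresholds of Fig. 3A. TMM normalization takes most genes as unchanged, which a list chosen by p-value does not meet. The scaling factors that the authors had used were therefore recovered from the difference between the log2 counts and their log2 values, and the fit was repeated with these factors, a choice made after the data were seen. The authors' scaling lowered the log2 fold change of the listed genes by a median of 0.13. In pairwise chi-square tests, the counts of no 2 samples within a group differed by as little as the sampling noise, with values between 21.4 and 170.2 per degree of freedom over the 25 pairs, and all samples were kept as separate replicates.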

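Nfyc, one of the targeted genes, lies on chromosome 4 from 120430040 to 120504180 in the coordinates of the deposited table, which does not name its genome build. Its normalized count was 921 ± 173 (SD, n = 6) in the NT2 control samples and 806 ± 146 (SD, n = 5) in the knockdown samples, a log2 fold change of -0.19 (standard error 0.15, adjusted p = 0.26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 groups overlapped, and the difference was not larger than the spread between samples (two-sided exact permutation test, p = 0.27). The log2 fold change in the authors' deposited table is -0.33. By qRT-PCR of the sorted cells, a measure not repeated here, the paper reports reduced NF-YC. The result with TMM normalization therefore does not show that the knockdown failed. When the authors' scaling was used, the log2 fold change of Nfyc was -0.32 (standard error 0.14, adjusted p = 0.053 from the same test), and the two-sided exact permutation test gave p = 0.05. With the glial marker score, the mean of 7 glial marker genes per sample, as a covariate, it was -0.52 (standard error 0.17, unadjusted p = 0.011 and adjusted p = 0.084 from edgeR's quasi-likelihood test). Among the samples numbered 3 to 10, 4 per group, the mean log2 value of Nfyc differed by -0.29 (two-sided exact permutation test, p = 0.2), and by -0.41 with the authors' scaling (two-sided exact permutation test, p = 0.057). The samples numbered 21 to 23 comprised 2 controls and 1 knockdown sample, too few to test. Nfya, Nfyb, Hsp90b1 and Hspa5 were not analysed here. Of the listed genes, 1177 were called differentially expressed, and 1066 had an adjusted p-value under 0.05. The fit with the authors' scaling called 1437 genes, and 1405 had an adjusted p-value under 0.05. These counts describe the listed genes and are not a call over the whole transcriptome. The alternative that moved the number of called genes most was the glial marker score as a covariate, with which 508 genes were called.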

We then performed RNA-seq analysis and identified ~ 1400 DEGs. However, genes expressing in glial cells were partly included, possibly due to partial infection of AAV1/2 to glial cells and/or contamination of glial cells during sorting. 

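Before the data were examined, 44 marker genes of astrocytes, oligodendrocytes and microglia were listed, and 7 of them were among the genes of the table. The markers outside the table could not be examined. The 7 comprised 5 of 14 astrocyte, 1 of 16 oligodendrocyte and 1 of 14 microglia markers, so that they speak mostly of astrocytes. All 7 had lower counts in the knockdown samples, with log2 fold changes from -1.54 to -0.35 (-1.69 to -0.49 with the authors' scaling). The astrocyte markers Slc1a3, Gja1, Gjb6, Aldoc and Fgfr3 fell the most. Slc1a3 had a normalized count of 17198 ± 5310 (SD, n = 6) in the NT2 control samples and 9316 ± 2320 (SD, n = 5) in the knockdown samples, a log2 fold change of -0.88 (standard error 0.22, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gjb6 had a log2 fold change of -1.54 (standard error 0.39, adjusted p = 0.014 from the same test). The oligodendrocyte marker Ugt8a had a log2 fold change of -0.50 (adjusted p = 0.045 from the same test), and the microglia marker P2ry12 had -0.35 (adjusted p = 0.095 from the same test). Of 9 listed vascular markers, 4 were in the table, and all 4 were lower in the knockdown samples. None of the 8 neuronal markers or the 13 markers of striatal projection neurons that had been listed was among the genes analysed. A glial marker score was computed for each sample as the mean log2 normalized count of the 7 markers, with 0.5 added to each count and each marker centred on its mean. The score was 0.41 ± 0.60 (SD, n = 6) in the NT2 control samples and -0.49 ± 0.36 (SD, n = 5) in the knockdown samples, a difference of -0.90 (two-sided exact permutation test, p = 0.022). The scores ranged from -0.51 to 1.15 in the controls and from -0.95 to -0.07 in the knockdown samples, and control replicate 3 was the control sample that fell within the range of the knockdown samples. Within the samples numbered 3 to 10 the score differed by -0.91 (two-sided exact permutation test, p = 0.086). The markers were in the table because of their difference between the groups, so that the p-values of the score describe the listed genes.

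**Figure D1:**
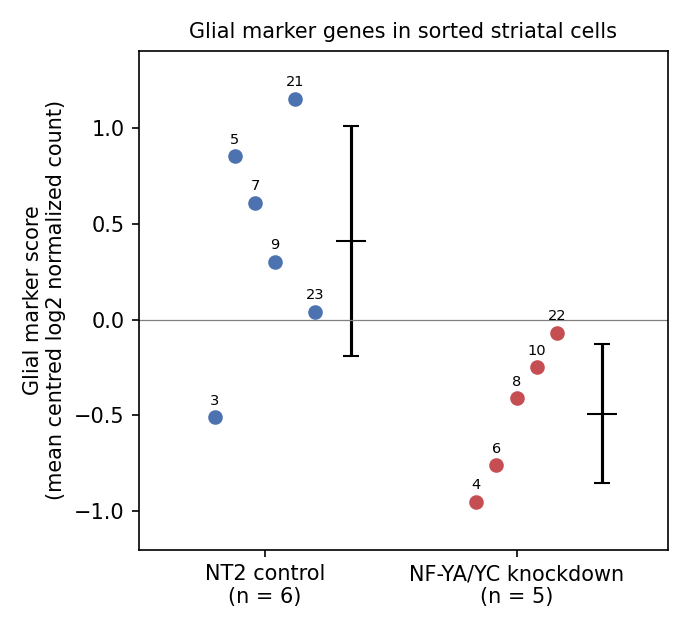
Glial marker score of each sample (mean of the centred log2 normalized counts of 7 glial markers, vertical axis) in the NT2 control (n = 6) and NF-YA/YC knockdown (n = 5) groups. Points are samples with their replicate numbers, and bars beside them show the mean and SD; control replicate 3, at -0.51, lies among the knockdown samples, which sit between -0.95 and -0.07.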

To remove these genes, we used a list of non-neuronally expressing genes in striatum, which was generated by analyzing our previous microarray data for isolated striatal neurons (see method)^28^. By subtracting these genes, we finally identified 710 DEGs of which 429 or 281 were down- or up-regulated, respectively (Fig. 3A,E, Supplementary Table S7). 

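The list of non-neuronal genes was not used here, so the counts cover the listed genes without that subtraction. At the thresholds of Fig. 3A, 457 genes were down-regulated and 720 were up-regulated with TMM normalization, so that 38.8% of the called genes were down-regulated. Over all listed genes the median log2 fold change in the TMM fit was -0.13, so that most listed genes were lower in the knockdown samples. The authors' scaling gave 832 down-regulated and 605 up-regulated genes, or 57.9% down-regulated. All 457 down-regulated genes were also down-regulated in that fit, and 605 of the 720 up-regulated genes were also up-regulated in it. In the authors' deposited table, 894 genes were down-regulated and 690 up-regulated at a fold change above 1.2. With the minimum of 200 counts from the paper's methods, 727 down-regulated and 420 up-regulated genes remained in the authors' deposited table. The edgeR fit repeated with the same minimum gave 294 down-regulated and 471 up-regulated genes, of which 294 and 469 were also called without it. The down-regulated genes with the smallest p-values were Slc22a8, Car4, Tmem2, Abhd3 and Sc5d. Slc22a8 fell from a normalized count of 1012 ± 190 (SD, n = 6) to 434.1 ± 96.4 (SD, n = 5), a log2 fold change of -1.22 (standard error 0.17, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The up-regulated genes with the smallest p-values were Mylpf, Syt4, Col20a1, Col16a1 and Cela1. Mylpf rose from a normalized count of 48.4 ± 12.7 (SD, n = 6) to 307.6 ± 83.6 (SD, n = 5), a log2 fold change of 2.66 (standard error 0.24, adjusted p = 9.7e-05 from the same test). Syt4, which encodes a synaptotagmin and whose counts were whole numbers in every sample, rose by 2.39 on the log2 scale (standard error 0.24, adjusted p = 0.00015 from the same test). For Slc22a8, Tmem2, Sc5d and all 5 of these up-regulated genes, every knockdown sample lay on the same side of every control sample (two-sided exact permutation test of the log2 values, p = 0.0022, the smallest that 6 against 5 samples allow). With each sample left out in turn, the log2 fold change stayed between -1.33 and -1.14 for Slc22a8 and between 2.52 and 2.80 for Mylpf.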

Again, local enrichment of NF-Y-binding motifs was observed only in the proximal promoters of down-regulated genes (Fig. 3F). Gene-annotation enrichment analysis revealed enrichment of the genes related to lipid metabolism/ER/Golgi rather than those for cell cycle/ DNA damage in the down-regulated genes (Fig. 3G,H, Supplementary Fig. S3, Supplementary Table S8), as observed in N2a cells. These data suggest that NF-Y modulates ER/lipid gene-dominant transcriptome also in brain striatal cells.

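Functional terms were taken from the enrichment sheets of the N2a arrays (Supplementary Tables S2 and S4), which annotate only genes changed in N2a cells, so that they cover part of the striatal list. They place 124 genes in the terms for ER, lipid, Golgi or endosome and 70 genes in the terms for cell cycle, DNA damage, DNA repair, chromosome, mitosis, cell division or mitochondrion, after 9 genes found in both were left out. Among the down-regulated genes, 10 belonged to the first class (Capn2, Cyp51, Ept1, Gdpd1, Insig1, Rab5b, Rcn2, Sc5d, Scd1 and Serinc5) and 4 to the second (Abcb8, Fancf, Rabgap1 and Spc25). Among the up-regulated genes, 1 belonged to the first class (Tor1aip2) and 2 to the second (Cdkn1a and Nsd1). The odds ratio of 5.0 was not distinguishable from 1 with so few genes (two-sided Fisher's exact test, p = 0.51). When the authors' scaling was used, 18 down-regulated genes belonged to the first class and 12 to the second, against 1 and 1 up-regulated genes, an odds ratio of 1.5 (two-sided Fisher's exact test, p = 1.0). Among the genes of sterol and fatty acid synthesis that were listed before the data were examined, those with lower counts in the knockdown samples included Sc5d, Scd1, Idi1, Cyp51, Insig1 and Fads1, and Hsd17b7 was higher. Scd1 had a normalized count of 2093 ± 639 (SD, n = 6) in the NT2 control samples and 1193 ± 227 (SD, n = 5) in the knockdown samples, a log2 fold change of -0.81 (standard error 0.21, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sc5d had a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.004 from the same test), and Hsd17b7 had 0.67 (standard error 0.15, adjusted p = 0.01 from the same test). Fads1, with a log2 fold change of -0.32 (adjusted p = 0.082 from the same test), did not pass the threshold. With the authors' scaling it was -0.46 (adjusted p = 0.033 from the same test) and passed. It also passed with DESeq2, but not with the glial marker score as a covariate. With the glial marker score as a covariate, the log2 fold change of Scd1 was -0.32 and no longer passed the threshold, and that of Sc5d was -0.48 and did. Of 30 listed ER chaperone and folding genes, 4 were in the table. Creld2 had a log2 fold change of 0.90 (standard error 0.23, adjusted p = 0.014 from the same test) and Pdia6 one of 0.51 (standard error 0.15, adjusted p = 0.021 from the same test). Ddit3, which encodes CHOP, rose from a normalized count of 1010 ± 134 (SD, n = 6) to 1407 ± 115 (SD, n = 5), a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0096 from the same test). Ero1lb had a log2 fold change of -0.06 (adjusted p = 0.59 from the same test). These directions were the same with the authors' scaling. With the glial marker score as a covariate, Creld2 (log2 fold change 0.57) and Pdia6 (0.26) no longer passed the threshold, and Ddit3 (0.31) did.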

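The direction of change was compared with that in N2a cells. Of the genes that Supplementary Table S1 lists as down-regulated by NF-Y knockdown in N2a cells, 79 were in the striatal table, and 63 of these (79.7%) were lower in the knockdown striatal cells. Of the genes listed there as up-regulated, 19 were in the table, and 6 (31.6%) were lower (two-sided Fisher's exact test, p = 0.0001). Among the called genes, 28 of the N2a down-regulated genes were down-regulated and 16 up-regulated, against 3 and 13 of the N2a up-regulated genes. With the authors' scaling these numbers were 58 and 14, against 4 and 13. With the Affymetrix list of Supplementary Table S3 in place of the Agilent list, 38 of 44 N2a down-regulated genes (86.4%) and 13 of 19 N2a up-regulated genes (68.4%) were lower (two-sided Fisher's exact test, p = 0.16). These tests treat genes as independent, which they are not. The genes called down-regulated in striatal cells and listed as down-regulated in both arrays that fell the most were Aldoc, Lix1, Cpe, Scd1, Sc5d, Hmgn2, Ptplad1, Lrrn3, Capn2 and Slc19a1. Ptplad1 had a normalized count of 3037 ± 378 (SD, n = 6) in the NT2 control samples and 2090 ± 139 (SD, n = 5) in the knockdown samples, a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's reported log2 fold changes of Ptplad1 in N2a cells are -1.46 in the Agilent arrays and -0.50 in the Affymetrix arrays. Aldoc, which is also an astrocyte marker, had a log2 fold change of -1.14 (standard error 0.37, adjusted p = 0.025 from the same test). It was 0.07 with the glial marker score as a covariate, but Aldoc is part of that score, which largely fixes this loss in advance. In N2a cells the paper's reported log2 fold changes of Aldoc are -2.6 in the Agilent arrays and -0.54 in the Affymetrix arrays. Of these 10 genes, 8 were no longer called down-regulated with the glial marker score as a covariate, and Sc5d and Ptplad1 were. Glial scores shuffled within each group also lowered the number of called genes, to a median of 688. The lost calls therefore do not show that these genes come from glial cells. From the motif enrichment at the promoters of down-regulated genes and the enrichment of lipid, ER and Golgi terms, the paper proposes that NF-Y modulates a transcriptome dominated by ER and lipid genes in striatal cells as well.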

### Comparison of the transcriptomes modulated by NF-Y between neuronal and non-neuronal cells

To examine whether NF-Y modulates different transcriptomes in non-neuronal cells, we first analyzed microarray data for a human cervical carcinoma HeLa-S3 in which NF-YA was knocked down^29^ (Fig. 4A). Around 1000 down-regulated genes were identified (Fig. 4A, Supplementary Table S9), and interestingly genes for cell cycle/DNA damage/mitochondria were highly enriched (fold enrichment scores are 2.23, 1.70 and 1.89, respectively), compared with those for ER/lipid metabolism (1.24 and 1.42, respectively) (Fig. 4B, Supplementary Fig. S3, Supplementary Table S10). Their enrichment was also observed for 767 down-regulated genes in mouse ES cells with knockdown of NF-Y isoforms^14^ (Fig. 4A, Supplementary Fig. S3, Supplementary Tables S11, S12), and their gene populations were well correlated with those of HeLa cells (Fig. 4E). We confirmed local enrichment of NF-Y-binding motifs in proximal promoters of these down-regulated genes (Supplementary Fig. S1C,D), suggesting some of these genes are directly regulated by NF-Y.

**Figure 4:**
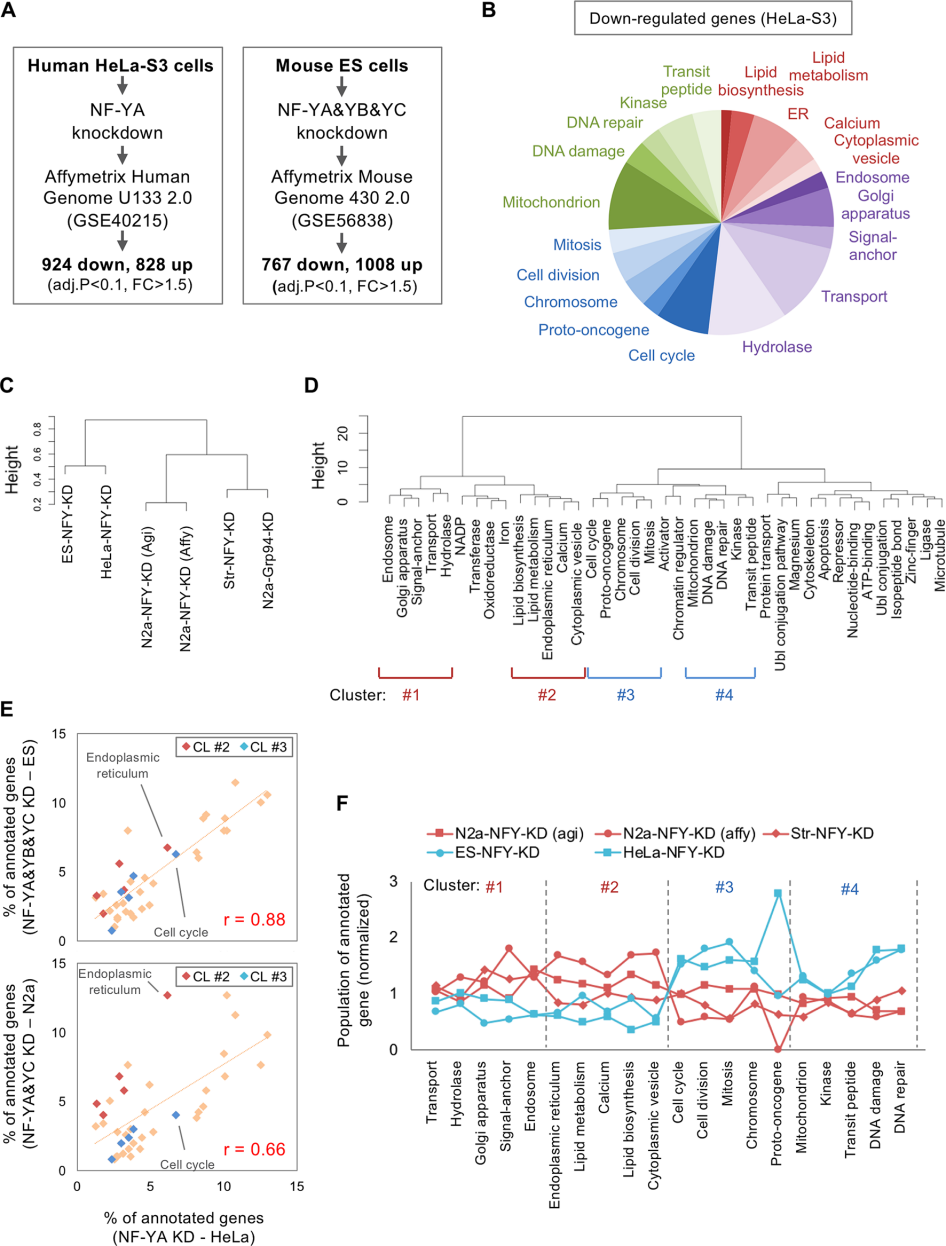
DNA microarray analysis of NF-Y knockdown HeLa and ES cells. (**A**) Analysis of DNA microarray data for HeLa cells with NF-YA knockdown or mouse ES cells with NF-YA, -YB and -YC triple knockdown identified 1752 (924 down, 828 up) or 1775 (767 down, 1008 up) DEGs, respectively. (**B**) Pie graph for the populations of annotated genes down-regulated in NF-YA knockdown HeLa cells. High enrichment was observed for cell cycle genes in these cells. (**C**,**D**) Hierarchical clustering of the analyzed cells based on the population of annotated genes (Ward.D2 method). (**C**) Clustering of the cells. HeLa and ES cells were in a same cluster and far from those of N2a/striatal cells. (**D**) Clustering of functional terms used for gene annotation. Clusters containing endosome/Golgi (CL #1), ER/lipid metabolism (CL #2), cell cycle/mitosis (CL #3) or mitochondrion/DNA damage (CL #4) were observed. (**E**) Scatter plot for the populations of annotated genes. The correlation was high between HeLa and ES cells (r = 0.88) whereas it was low between HeLa and N2a cells (r = 0.66) especially for those of CL #2 and #3. (**F**) Overall comparison of the populations of annotated genes in CL #1–4. Note that gene populations in CL #1 ~ 2 were relatively high in N2a and striatal cells whereas those for CL #3–4 were high in HeLa and ES cells.

Clustering analysis based on the gene populations also supports the similarity/difference among the cells, that is, HeLa and ES cells were in the same cluster and far from the clusters of N2a and striatal cells (Fig. 4C). Clustering focusing on functional term identified several clusters, among which we picked up four clusters (Fig. 4D); the one containing Golgi and endosome (#1), ER and lipid metabolism (#2), cell cycle and mitosis (#3), or DNA damage and mitochondria (#4). Populations of annotated genes, especially for CL #2 and #3 were highly diverse between HeLa and N2a cells, compared with those between HeLa and ES cells (Fig. 4E). Totally, gene populations for CL #1 ~ 2 were high in N2a and striatal cells whereas those for CL #3 ~ 4 were high in HeLa and ES cells (Fig. 4F).

Taken together, these data indicate that genes in different functional clusters were more significantly down-regulated in HeLa and ES cells, supporting the idea that NF-Y may modulate different transcriptomes between neuronal N2a/striatal cells and non-neuronal HeLa/ES cells.

### Comparison of the NF-Y-DNA binding between neuronal and non-neuronal cells

We next examined whether the difference in NF-Y-transcriptome is due to the difference in NF-Y-binding in these cells. For this purpose, we analyzed three sequence data for chromatin immunoprecipitation (ChIP-seq) of NF-Y from different types of cells; undifferentiated ES (ES-UD)^14^, neurally differentiated ES (ES-ND)^30^, and HeLa-S3 cells^31^; as well as our previous ChIP-chip data for mouse brain cortex^27^. We identified 600–1400 of potential NF-Y target genes that contain ChIP peak(s) within 2 Kbp to their TSSs (Fig. 5A, Supplementary Tables S13–S16). We confirmed that NF-Y-binding CCAAT motifs were significantly enriched in the proximal regions for ~ 50% of the target genes (Supplementary Fig. S6A–D). Notably, well overlaps were observed among the identified ChIP-genes (Fig. 5B). Furthermore, populations of annotated genes were mostly indistinguishable and closely correlated among the four ChIPs (Fig. 5C,D, Table Supplementary Table S17), even when focusing on functional clusters #1 ~ 4 (Fig. 5E). They were highly distinct from USF1/2-target genes identified by our previous ChIP-chip analysis (Supplementary Fig. S6E,F), suggesting the close correlations are specific to the NF-Y-target genes. This is in sharp contrast to the data of gene expression profiling (Fig. 4), thus suggesting the difference in NF-Y transcriptomes between neuronal and non-neuronal cells may not be due to the difference in NF-Y binding.

**Figure 5:**
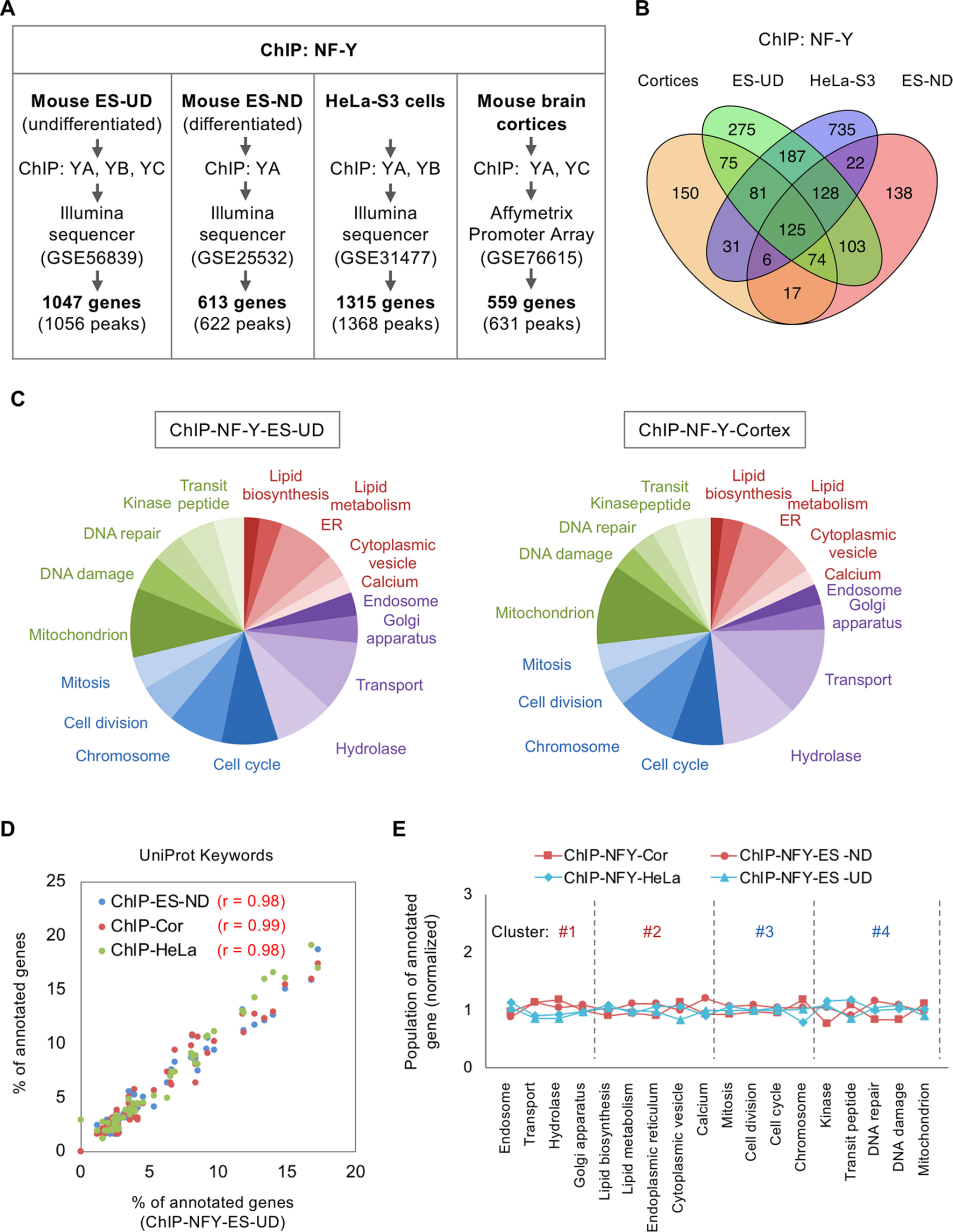
Analysis of NF-Y ChIP data in different types of cells. (**A**) ChIP data from mouse undifferentiated ES (ES-UD), nuerally differentiated ES (ES-ND), HeLa-S3 cells and mouse brain cortices were analyzed by a R package “ChIPpeakAnno”, and 600–1300 target genes of NF-Y were identified. (**B**) Comparison of the NF-Y target genes identified by ChIPs. Significant overlaps were observed even in different types of cells. (**C**) Pie graphs for the populations of annotated NF-Y-ChIP genes from ES-UD and brain cortices. They were mostly identical. (**D**) Scatter plot for the populations of annotated NF-Y-ChIP genes. Quite high correlations were observed among the four types of cells. (**E**) Overall comparison of the populations of annotated genes in CL #1–4. No distinct difference was observed in these clusters.

Because the NF-Y binding to distal promoters /enhancers and its potential role in cell type-specific transcription were reported^14,29^, we also examined NF-Y-target genes that contain ChIP peak(s) outside of 2 Kbp to their TSSs. However, the number of these genes was highly limited (~ 1/10 to the genes containing the peak(s) within 2 Kbp), and significant enrichment of genes related to ER/lipid metabolism/cell cycle/mitochondria was not observed (*P* > 0.1). These data suggest that at least for these genes, NF-Y binding to distal regions may not be mainly involved in their expressions.

### Comparison of NF-YA splicing between neuronal and non-neuronal cells

Considering the dominant expression of NF-YA-S isoform and its critical role in cell cycle progression in ES cells^13^, we hypothesized that NF-YA isoform difference could be linked to the difference in NF-Y transcriptomes. To examine this, we first analyzed RNA-seq data for N2a cells and mouse brain tissues including striatum, cortex and hippocampus. We observed reads mapped to exon 3 of NF-YA to a similar extent as those to neighboring exons 2 and 4 (Fig. 6A, Supplementary Fig. S7A). By counting the reads spanning the exons, we estimated ratios of exon 3 inclusion in these cells/tissues as 0.7 ~ 1.0 (Fig. 6B, Supplementary Fig. S7B). In contrast, in HeLa-S3 cells, the density of the reads mapped to exon 3 was low and the ratio of exon 3 inclusion was estimated as ~ 0.2 (Fig. 6C,D, Supplementary Fig. S7C), indicating NF-YA-S is dominant in HeLa cells.

**Figure 6:**
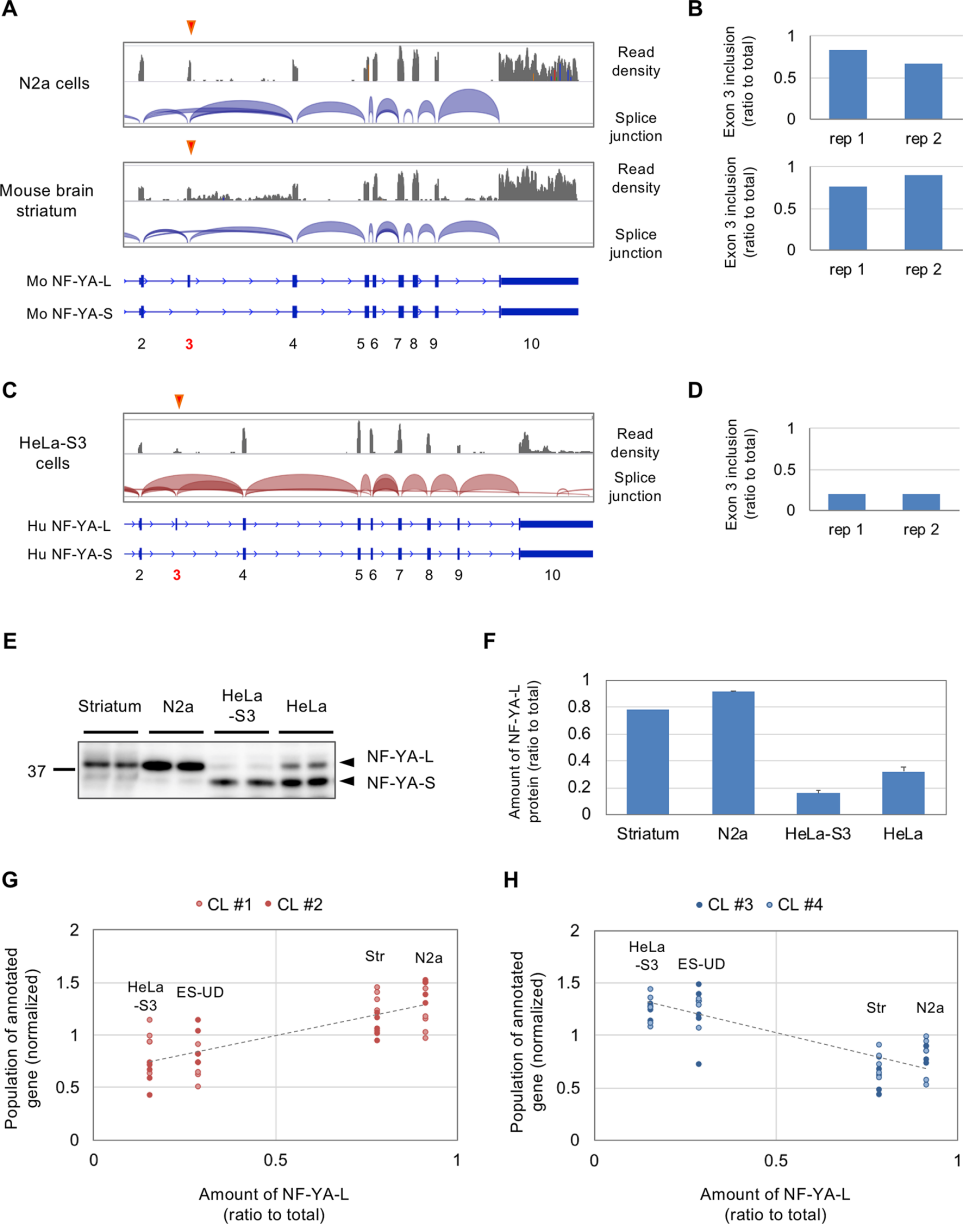
Analysis of NF-YA exon 3 splicing in different types of cells. (**A**) Integrative Genomics Viewer (IGV) shots of RNA-seq data showing read densities and splice junctions of NF-YA in mouse N2a cells and brain striatum. (**B**) Estimation of exon 3 inclusion in these cells/tissues (two replicates). (**C**) IGV shots of data for HeLa-S3 cells. (**D**) Estimation of exon 3 inclusion in HeLa-S3 cells (two replicates). (**E**) Striata isolated from B6 male mice, N2a cells, HeLa-S3 and HeLa cells were analyzed and subjected to western blotting using anti-NF-YA antibody. Bands for NF-YA-L and -S isoforms are indicated. (**F**) Ratios of NF-YA-L isoform to total NF-YA proteins were calculated by dividing the amount of NF-YA-L by sum of the NF-YA-L and -S proteins. Values are means of two (striatum) or three + s.d. data (N2a, HeLa-S3 and HeLa). (**G**,**H**) Comparison of the amounts of NF-YA-L isoform with gene populations in CL #1–2 (**G**) or CL #3–4 (**H**), showing partial positive or negative correlation, respectively.

To confirm these, we performed western blotting and observed that NF-YA-L protein was dominant (~ 0.9 to total) in striatum and N2a cells (Fig. 6E,F), in consistent with our previous observations^17,18^. In contrast, NF-YA-S was dominant in HeLa-S3 and HeLa cell lines, and ratios of NF-YA-L to the total were 0.2 ~ 0.3 (Fig. 6E,F). The NF-YA-S dominance was also reported in mouse ES cells, and NF-YA-L ratio would be ~ 0.35 based on the blotting data^13^. We then compare the amount of NF-YA-L isoform with the populations of annotated genes in functional clusters. We observed a positive correlation for CL #1 and 2 but negative for CL #3 and 4 (Fig. 6G,H), suggesting a possible relationship between exon 3 inclusion/exclusion and NF-Y-transcriptome differences.

## Discussion

By gene expression profiling of the NF-Y-knocked down N2a cells, we found preferential down-regulation of the genes related to ER/lipid metabolism. Similar transcriptomic alterations were also observed in NF-Y-knocked down brain striatal cells. These contrast with the profiling data of NF-Y-knocked down HeLa and ES cells in which distinct down-regulation was observed for genes related to cell cycle/mitochondria. Clustering analysis further identified several functional clusters where populations of the down-regulated genes were highly distinct. These data suggest that neuronal cells contain a different type of transcriptome where ER/lipid-related genes are dominantly modulated by NF-Y. Notably, ChIP analysis revealed close similarities in NF-Y-targeting to the genes between neuronal and non-neuronal cells, suggesting the transcriptomic difference is not explained by the difference in NF-Y targeting. Instead, we found a distinct difference in NF-YA splicing; exon 3 harboring NF-YA-L isoform is dominant in N2a and striatal cells whereas exon 3 excluding NF-YA-S isoform is dominant in HeLa and ES cells. Partial correlation was observed between the ratio of isoforms and the population of annotated genes. Thus, isoform difference could be involved in the cell type-specific gene modulation (Fig. 7).

**Figure 7:**
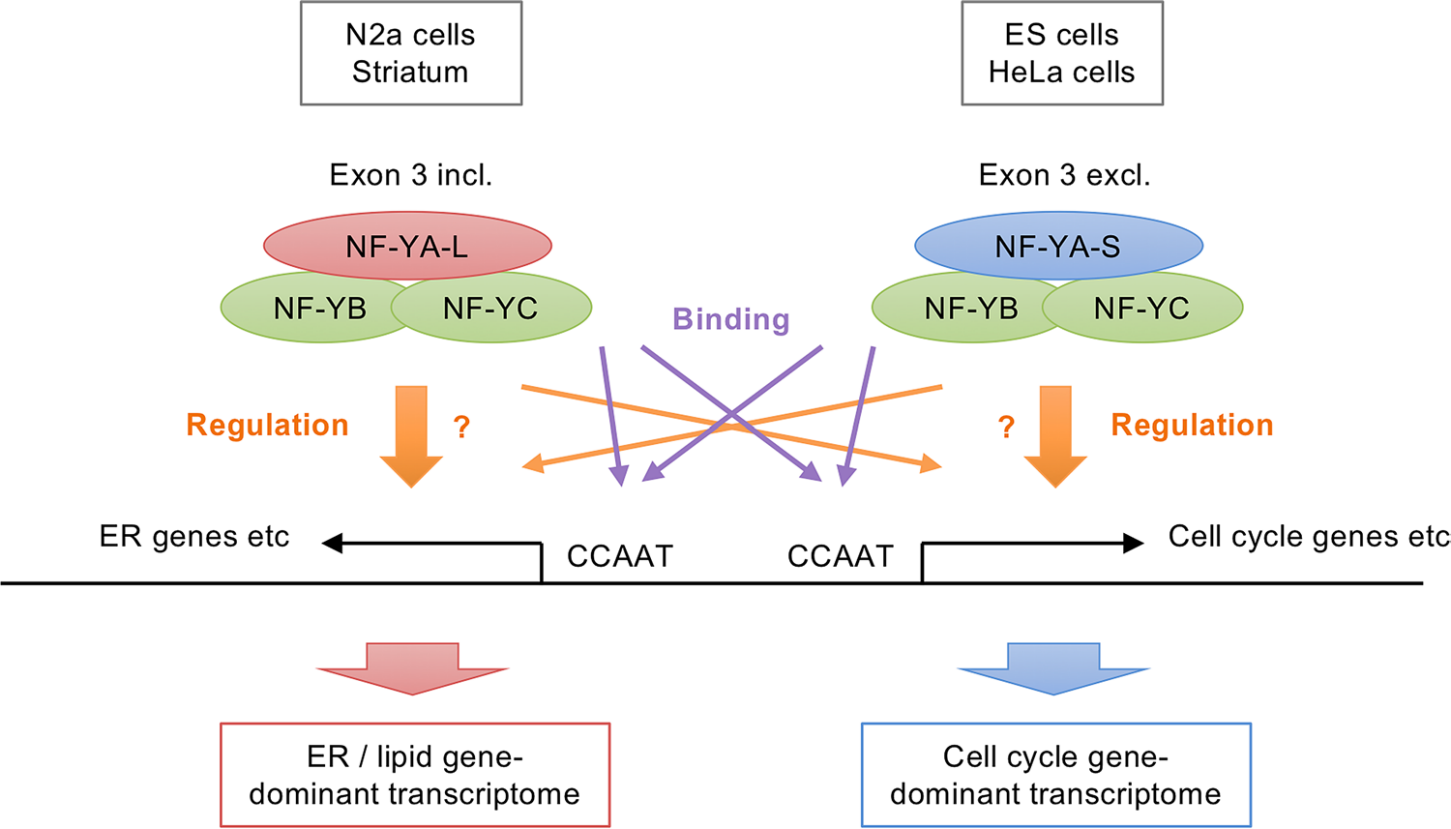
Schematic model of two distinct transcriptomes modulated by NF-Y complex containing different NF-YA splicing isoforms. Gene expression profiling in N2a and striatal cells suggests that neuronal cells contain the transcriptome in which ER/lipid genes were dominantly modulated by NF-Y. This contrasts with the NF-Y-transcriptome in HeLa and ES cells in which cell cycle/mitochondria genes were preferentially modulated. RNA-seq and ChIP data analyses suggest that NF-YA splicing alteration rather than DNA-binding preference could be involved in these cell type-specific transcriptomes.

NF-YA-S lacks exon 3 encoding 28 aa within the glutamine-rich transcriptional activation domain. Because it has similar activities to NF-YA-L isoform in DNA binding and gene transactivation^15^, the exon 3 splicing does not alter its basic transcription functions. However, it shows marked tissue-specific expression; NF-YA-S is dominant in thymus and spleen whereas NF-YA-L is dominant in the liver and brain^15^, as observed in this study. At the cellular level, NF-YA-S is predominant in stem/progenitor cells such as ES cells and HSCs whereas NF-YA-L is dominant in differentiated cells such as neurons. NF-YA-S is also highly expressed in several carcinoma cell lines derived from colon cancer (HCT116) and breast cancer (MCF7 etc.) and leukemia (K562)^11,13^. (Supplementary Fig. S7C) in addition to the HeLa cervical carcinoma cell lines. Notably, similarly to ES cells and HECs, knockdown of NF-YA-S in HCT116 cells induces cell proliferation defects^4^. Thus, the NF-Y complex containing NF-YA-S may be critical for cell proliferation. Studies using myoblasts further highlight the differential role of NF-YA isoforms; forced expression of NF-YA-S enhances myoblast proliferation whereas that of NF-YA-L boosts differentiation^11^, and the switch from NF-YA-L to -S impairs myoblast differentiation^32^.

Not only the differentiated cells, NF-YA-L is also predominant in some of proliferating cells including neuroblastoma cells (N2a shown here) and fibroblasts (NIH3T3, LMTK, NHLF, etc.) (Supplementary Fig. S7C)^15^. We found that even in proliferating N2a cells, ER/lipid-related genes were dominantly down-regulated by NF-Y knockdown. We thus speculate that difference in NF-YA isoform rather than cell proliferation propensity determines the type of transcriptome in which either ER/lipid-related genes or cell cycle-related genes were preferentially modulated by NF-Y (Fig. 7). However, its underlying mechanism is so far uncertain. One possibility is isoform-specific networks of protein–protein interactions that mediate differential gene transcriptions. Further analysis is necessary to clarify this point.

In summary, our gene expression profiling in neuronal cells identified a distinct transcriptome where ER/lipid-related genes are dominantly modulated by NF-Y containing NF-YA-L isoform. Further transcriptomic studies in different cellular contexts^2,33^ may deepen our understanding of how ubiquitous transcription factors such as NF-Y could modulate different transcriptomes to mediate distinct cellular functions.

## Methods

### Cell culture and transfection

Mouse neuro2a (N2a) neuroblastoma cells and human cervical carcinoma cells, HeLa-S3 and HeLa, were maintained in DMED supplemented with 10% fetal bovine serum and penicillin–streptomycin in an atmosphere containing 5% CO_2_. For knockdown, we used miR RNAi expression vectors for NF-YA and -YC (YA-8/YC-2) or Grp94 (Grp94-1, -5) in pcDNA6.2-GW/EmGFP-miR vector (Invitrogen)^18^. An empty vector and a vector expressing non-targeting miR RNAi (NT2) were used as controls^18^. Cells were transfected with these RNAi expression vectors using Lipofectamine 2000 regions (Invitrogen), and incubated further two days to induce efficient gene knockdown.

### Quantitative RT-PCR and DNA microarray

Total RNAs were prepared from transfected neuro2a cells by Qiagen RNeasy kit according to the manufacture's protocol. For quantitative RT-PCR (qRT-PCR), obtained RNAs were subjected to reverse transcription (RT) using a ThermoScript RT-PCR System (Invitrogen) to synthesize cDNAs. The cDNAs were mixed with primers and FastStart Universal SYBR Green Master Mix (Roche, Basel, Switzerland) and subjected to qPCR using a LightCycler 480 II system (Roche). Primers for qPCR were described previously^18^. All values obtained were normalized with respect to those of GAPDH. For DNA microarray, we used two array systems obtained from Agilent and Affymetrix. As for Agilent system, we prepared labeled cDNAs from total RNA by an Agilent Low Input Quick Amp Labeling Kit One-Color, and hybridized them to Agilent SurePrint G3 Mouse GE 8 × 60 K Microarray according to the manufacture's protocols. As for Affymetrix system, we prepared labeled cDNAs by Ambion WT Expression Kit and Affymetrix WT Terminal Labeling Kit, and hybridized them to Affymetrix Mouse Gene ST arrays according to the manufacture's protocols. Obtained microarray data were analyzed using an Agilent GeneSpring GX software to identify differentially expressed genes (DEGs) by gene knockdown. Genes with low expressions (less than 20th percentile) were excluded to reduce false positives. The analyzed data are listed in Supplementary Table S18.

### Western blotting

SDS-PAGE and western blotting were performed as described previously^34^. Following primary antibodies were used for detection; anti-NF-YA (YA1-5AP) generated against conserved C-terminal 14 a.a. peptide of NF-YA that reacts with both NF-YA-L and -S isoforms^17^; anti-NF-YC (YC5-3AP) generated against its C-terminus^17^; anti-Grp94 purchased from Enzo (SPA-850); anti-Grp78 from BD (610978); and anti-beta-actin from Sigma (A5441). Chemiluminescent signals were obtained and quantified using an ImageQuant LAS-4000 (GE). Full-length images of Western blots are shown Supplementary Fig. S8.

### AAV vector injection and cell sorting

The mouse experiments were approved by the animal experiment committees at RIKEN and Doshisha University. Mice were maintained and bred in accordance with guidelines of RIKEN and Doshisha University. All methods were performed in accordance with the guidelines and regulations of RIKEN and Doshisha University. The adeno-associated virus (AAV) vectors expressing EmGFP with miR RNAi for NF-YA and -YC (YA-8/YC-2) or control non-targeting miR RNAi (NT2) under CAG promoter were prepared by GeneDetect. The AAV vectors were stereotaxically injected into striatum in both hemispheres of 6-week-old wild-type male B6 mice as described previously^19^. Three weeks after the injection, the mice were deeply anesthetized by peritoneal injection of tribromoethanol (Avertin). Part of the mice were subjected to immunofluorescence analysis^19^ to check AAV infection in striatal neurons by using an antibody against NeuN (Chemicon MAB377). From the remaining mice, striata were surgically isolated and dissociated by Papain Dissociation System (Worthington Biochemical Corporation) according to the manufacture's protocol. To isolate RNAi-expressing cells positive for green fluorescence (EmGFP), dissociated cell suspensions were stained with 20 μg/mL of propidium iodide (PI) (Sigma) and then sorted by FACS Aria (BD Biosciences) as described previously^28^. After sorting, 27,000–100,000 EmGFP-positive cells without PI stain were obtained.

### cDNA preparation and RNA-seq for sorted striatal cells

Total RNAs were prepared from the sorted cells by RNeasy Micro Kit (Qiagen), and analyzed by an Agilent Bionalyzer. Their RNA integrity numbers (RINs) were 6.7–9.0 (average is 8.2) and obvious RNA degradation was not observed. Because the RNA concentrations were low (~ 2 ng/μL), we used a Clontech SMARTer Ultra Low Input RNA Kit for Sequencing (v3) for efficient amplification of cDNA after reverse transcription according to the manufacture's protocol. Libraries for sequencing were prepared by a Nextera XT Sample Prep Kit, and sequenced by an Illumina HiSeq 2500 system (single read; 50 cycles; rapid run mode). Total 11 samples were analyzed in two sequencing lanes and finally 24–37 M reads (mean qualities > 37) were obtained for each sample. Obtained seq data were analyzed using Agilent Strand NGS to identify DEGs by NF-Y knockdown. Genes with lower expressions (max of the read counts is less than 200) were excluded. We also excluded genes dominantly expressed in non-neuronal cells in striata. The list of these genes was generated from our previous microarray data^28^, that is, the data for isolated striatal neurons were compared with those for total striatum to obtain the non-neuronal genes whose expressions were decreased to less than -fivefold in isolated striatal neurons. The analyzed data are listed in Supplementary Table S18.

### Analysis of DNA microarray data

For DNA microarray data for NF-Y-knockdown mouse ES cells (GSE56838)^14^ and HeLa-S3 cells (GSE40215)^29^, those were analyzed by GEO2R in GEO website to identify DEGs. We also used our previous DNA microarray data; gene expression array for USF1/2-knockdown N2a cells (Affymetrix Mouse Gene ST arrays; GSE76615) and NF-Y-ChIP-chip and USF-ChIP-chip from mouse brain cortex (Affymetrix Mouse Promoter 1.0R Array; GSE76616)^18,27^. The ChIP-chip data were re-analyzed by a R package ChIPpeakAnno^35^ after converting our previous data to mm10-based BDE format files by LiftOver in UCSC Genome Browser. The data used for analysis are listed in Supplementary Table S19.

### Analysis of RNA-seq data

For RNA-seq data of N2a cells (GSE106999), mouse brain striata and cortices (GSE103715)^36^, mouse brain hippocampi (GSE83931)^37^, HeLa-S3 cells (GSE90235)^31^, Sequence Read Archive (SRA) data were retrieved from GEO/SRA database and extracted by SRAToolkit. After quality check by FastQC, the reads were subjected to quality control by Trimmomatic^38^ and PRINSEQ^39^. Trimmed reads were then aligned to mouse (mm10) or human (hg38) genomes by HISAT2^40^, and obtained SAM format files were converted to BAM format files by Samtools^41^. Read densities and splice junctions were visualized using Integrative Genomics Viewer (IGV)^42^. To examine exon 3 inclusion, reads spanning exons 2–3, 3–4 or 2–4 were manually counted, and sum of the former twos was divided by sum of total counts where counts for 2–4 were doubled. RNA-seq data for various human cell lines were from ENCODE/Caltech (GSE33480)^43^ and visualized with GEO genome data viewer. The data used for analysis are listed in Supplementary Table S19.

### Analysis of ChIP-seq data

For NF-Y-ChIP-seq data of undifferentiated mouse ES cells (GSE56839)^14^, neurally differentiated ES cells (GSE25532)^30^ and normal HeLa-S3 cells (GSE31477)^31^, SRA data were retrieved and quality-checked as above. The reads were subjected to quality control by Trimmomatic, followed by aligned to mouse (mm10) or human (hg38) genomes by Bowtie 2^44^. After converting to BAM format files, NF-Y-ChIP peaks were called by MACS2^45^ where ChIP-inputs were used as controls. Obtained peak files (BED format) were analyzed by a R package ChIPpeakAnno to obtain overlapping peaks (max gap = 100 bp) among the ChIPs using antibodies against different NF-Y isoforms. Then, the peaks were gene-annotated using a R package EnsDb.Mmusculus.v79. We selected the peaks locating within ± 2000 bp of the TSS as gene-annotated peaks. The data used for analysis are listed in Supplementary Table S19.

### Bioinformatics

Gene-annotation enrichment analysis was performed using DAVID bioinformatics database^46^. *P* values, populations and fold enrichments of functional terms were obtained. Venn diagrams were drawn by a R package VennDiagram^47^ or a web application BioVenn^48^. Clustering was performed by a R package hclust with Ward's method. Correlation coefficients were calculated by a R package psych. To identify locally enriched TF binding motifs around TSS, we first created a BED file containing information of TSS+/− 1000 positions for all genes. After extracting the information for selected genes, we then created a fasta file containing genomic sequences of TSS+/− 1000 for selected genes by ChIPpeakAnno, followed by analysis with a web application CentriMo to identify locally enriched transcription factor binding motifs^26^.

### Database

All of the original data for DNA microarray and RNA-seq have been deposited in GEO database under accession numbers GSE151144, GSE151145, GSE151146 and GSE151275.

## Supplementary information

Supplementary Figures.

Supplementary Tables.

# Supplementary material for: Gene expression profiling in neuronal cells identifies a different type of transcriptome modulated by NF-Y
**Source:** Sci Rep. 2020 Dec 10;10:21714. doi: 10.1038/s41598-020-78682-8
**Supplement:** Supplementary file 1 — Supplementary Figures.

# **Gene Expression Profiling in Neuronal Cells Identifies a Different Type of Transcriptome Modulated by NF-Y**

Tomoyuki Yamanaka, Haruko Miyazaki, Asako Tosaki, Sankar N. Maity, Tomomi Shimogori, Nobutaka Hattori and Nobuyuki Nukina

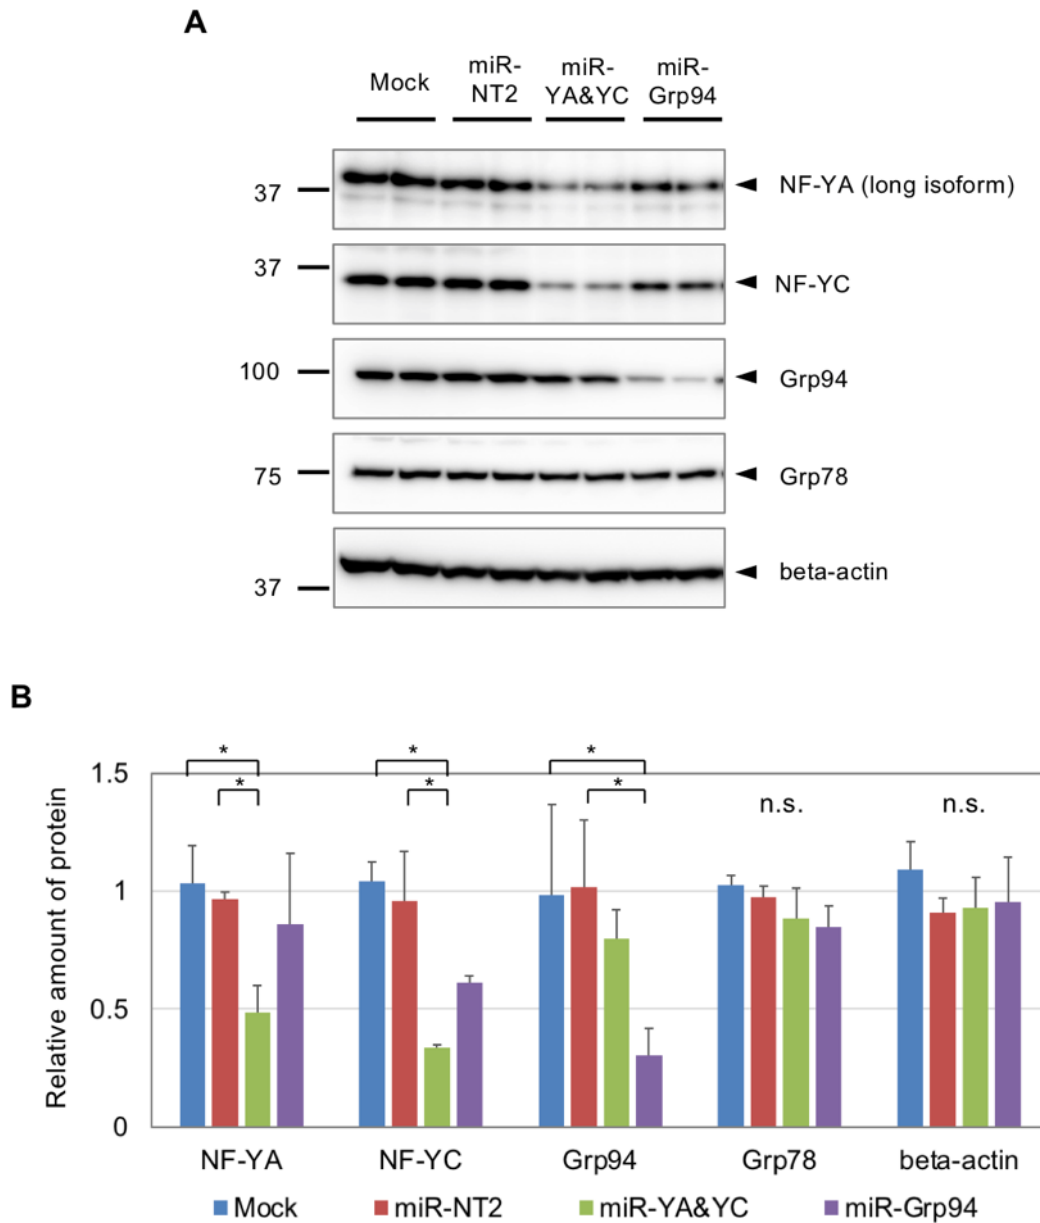

**Supplementary Figure S1. Western blot analysis of N2a cells transfected with knockdown vectors.**

(A) N2a cells were transfected with EmGFP-miR vector (mock) or that for non-targeting control (NT2), NF-YA and -YC (YA&YC) or Grp94. Two days later, the cells were subjected to western blotting using antibodies for NF-YA, NF-YC, Grp94, Grp78 and beta-actin. (B) Quantification of the proteins. Values are means + s.d. of three data, and statistically analyzed by one-way ANOVA followed by Tukey post-test (\*significant, n.s.; not significant). Note that significant down-regulation of NF-YA (L isoform), NF-YC and Grp94 protein was observed by respective miR constructs, whereas Grp78 expression was not altered by these constructs.

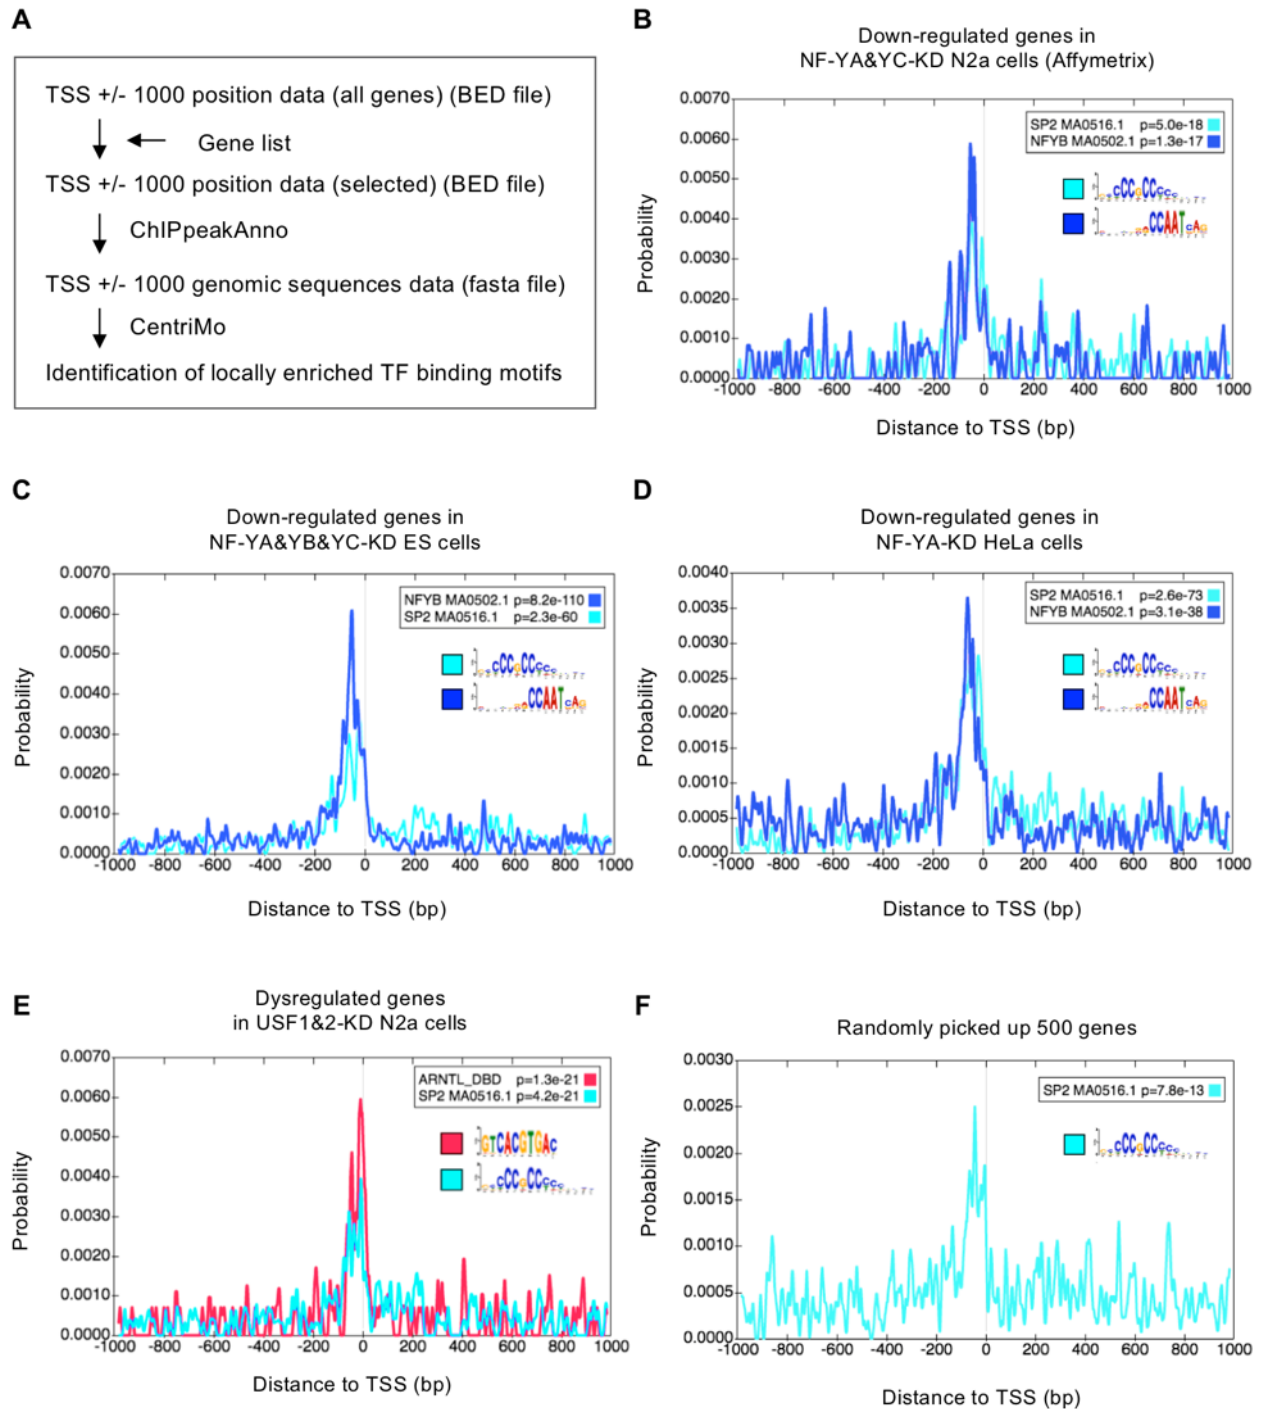

**Supplementary Figure S2. Analysis of local enrichment of transcription factor-binding motifs around TSSs of down-regulated genes.**

(A) Scheme of motif enrichment analysis around TSSs by CentriMo software. (B-D) Motif analysis of down-regulated genes in NF-YA and -YC knockdown N2a cells (Affymetrix array) (B), those in NF-YA, -YB and -YC knockdown ES cells (C), and those in NF-YA knockdown HeLa cells (D). (E) Motif analysis of dysregulated genes in USF1/2-knockdown N2a cells. (F) Motif analysis of randomly picked up mouse genes.

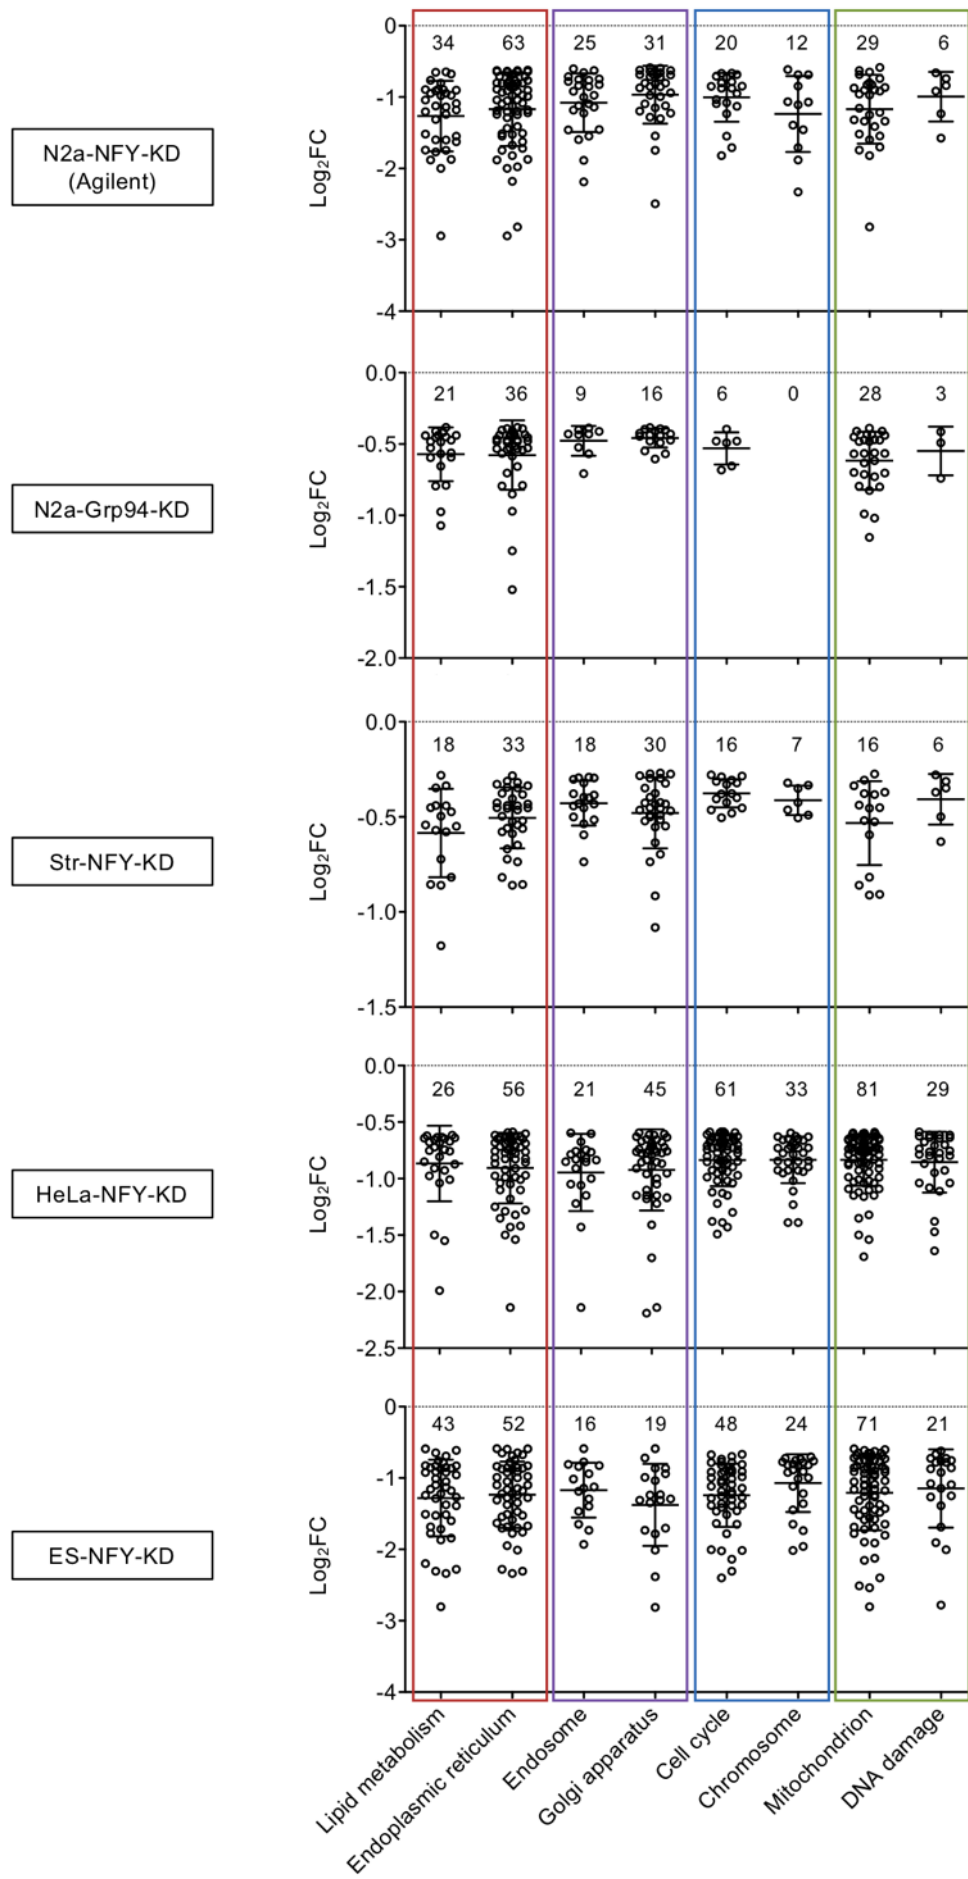

**Supplementary Figure S3. Scatter plots of down-regulated genes in different functional categories.**

Identified down-regulated genes by NF-Y or Grp94 knockdown in indicated cells were categorized based on their functional annotations and plotted. Numbers of the down-regulated genes are indicated. The genes in left two categories were abundant in N2a and striatal cells whereas genes in right two became obvious in HeLa-S3 and ES cells.

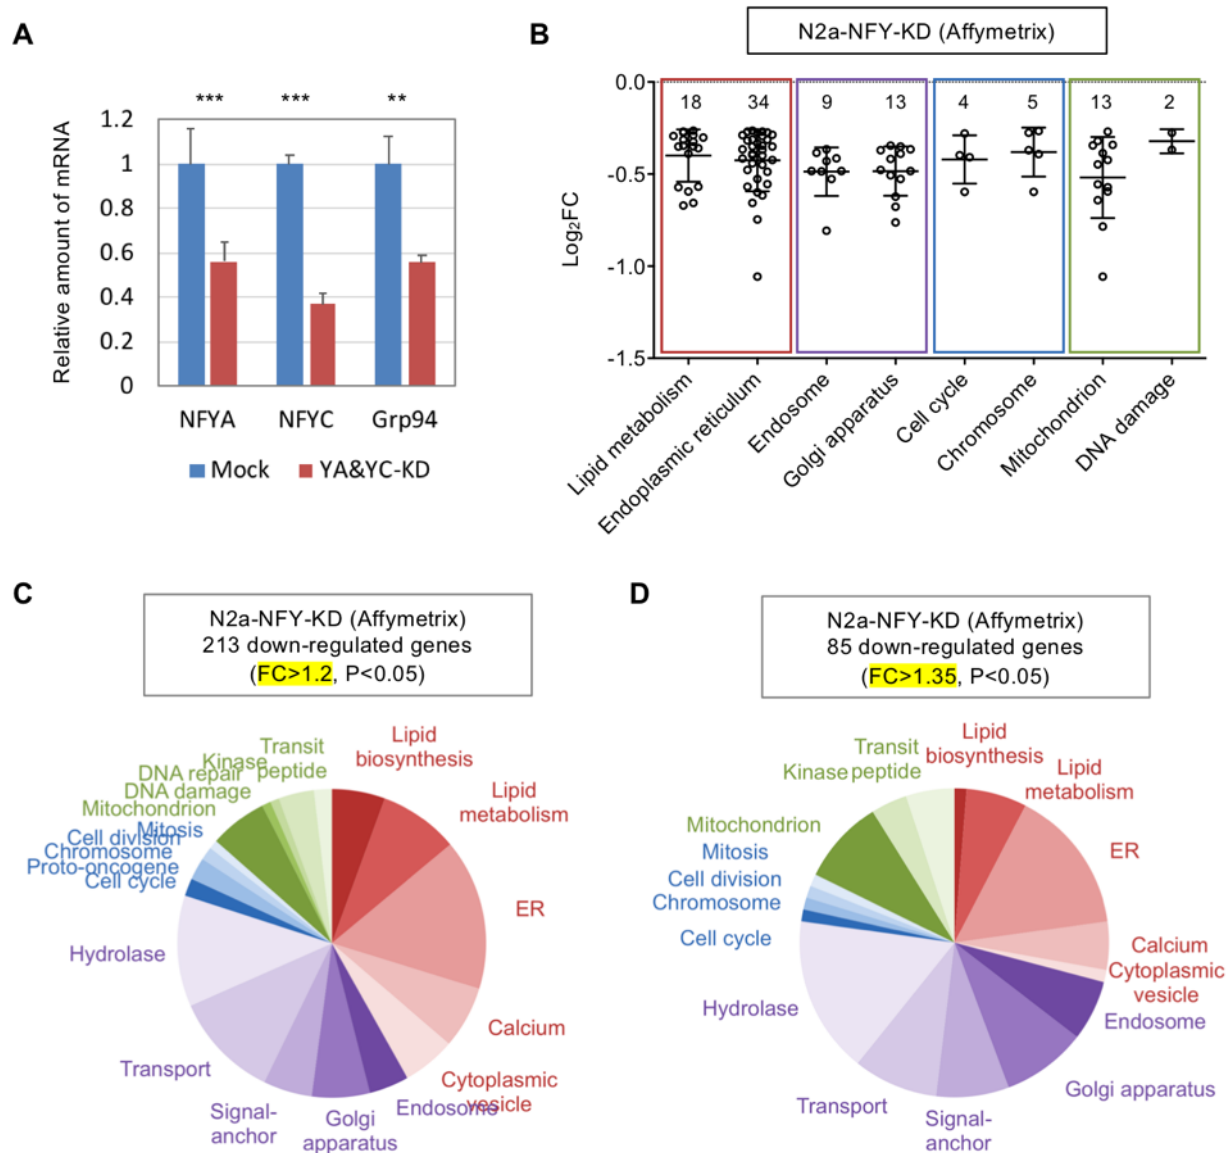

**Supplementary Figure S4. Analysis of Affymetrix microarray data for N2a cells with NF-YA and -YC knockdown.**

(A) qRT-PCR of NF-YA, -YC and Grp94 from RNA samples used for Affymetrix microarray analysis. Values were means  $\pm$  s.d. of three data ( $***P < 0.001$ ,  $**P < 0.01$ , t-test). Although their significant down-regulation was observed, down-regulation of NF-YC and Grp94 was less efficient compared with the RNA samples used for Agilent microarray analysis (Figure 1C). (B) Scatter plot of down-regulated genes in different functional categories. Numbers of the down-regulated genes are indicated. The genes in left two categories were abundant. (C) Pie graph for the populations of annotated genes down-regulated in Affymetrix array data at low (FC>1.2) (C) or relatively high threshold (FC>1.35) (D). Although identified genes were drastically decreased by high threshold cut-off, ER-related genes were still abundant whereas those related to cell cycle were less abundant.

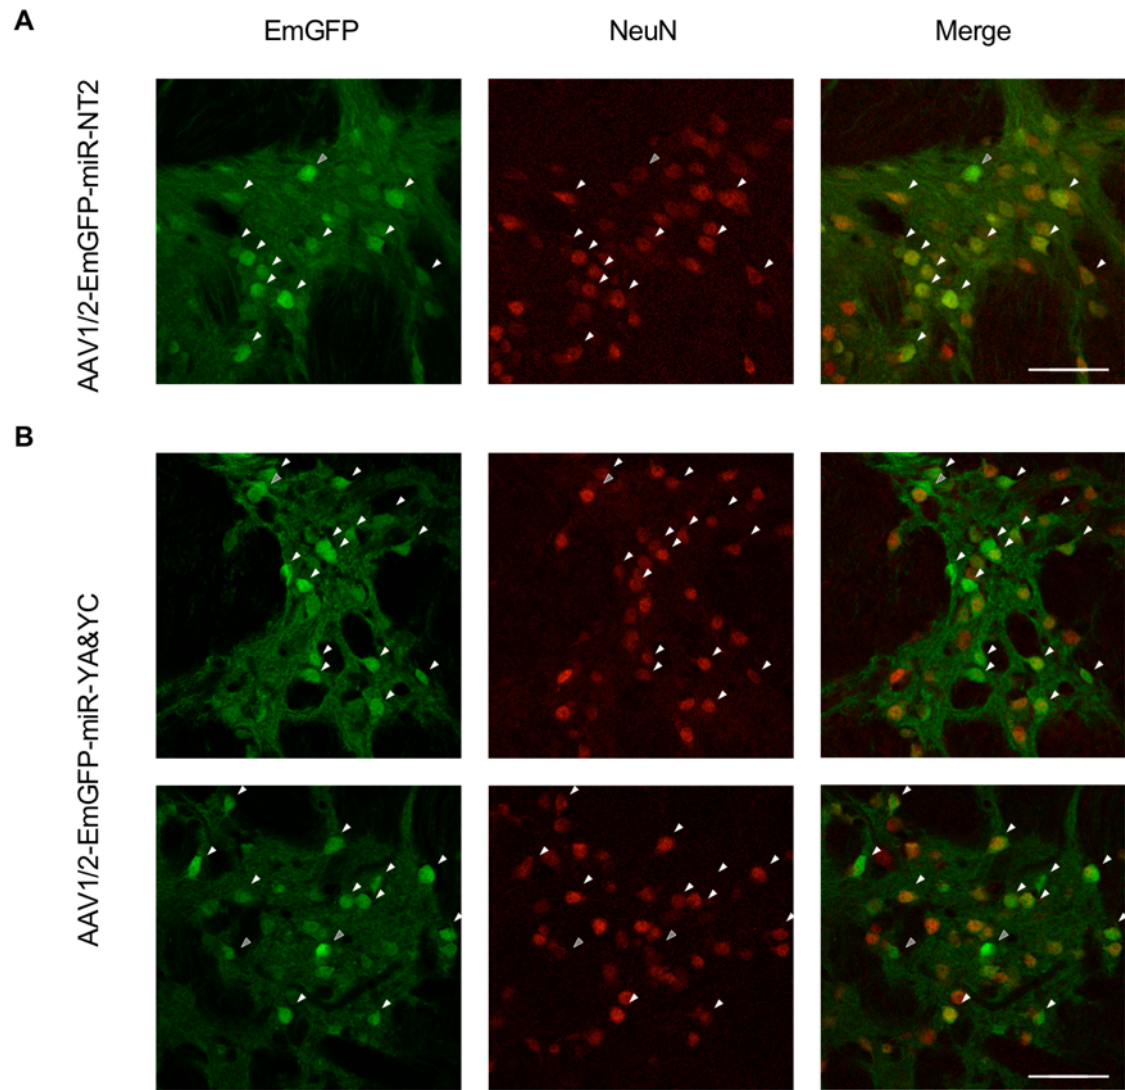

**Supplementary Figure S5. Immunofluorescence analysis of brain sections for AAV-injected mice.**

Mouse brain striata were injected with the AAV1/2 vector encoding EmGFP-miR-NT2 (control) (A) or that encoding EmGFP-miR-YA&YC (knockdown of NF-YA and -YC) (B). After three weeks, mice were fixed and striatal sections were stained with anti-NeuN antibody. In either infection, most of EmGFP-expressing cells were positive for NeuN (white arrowheads) while a few of them were negative for it (gray arrowheads). Data of two biological replicates were shown for B. Scale bars are 50  $\mu$ m.

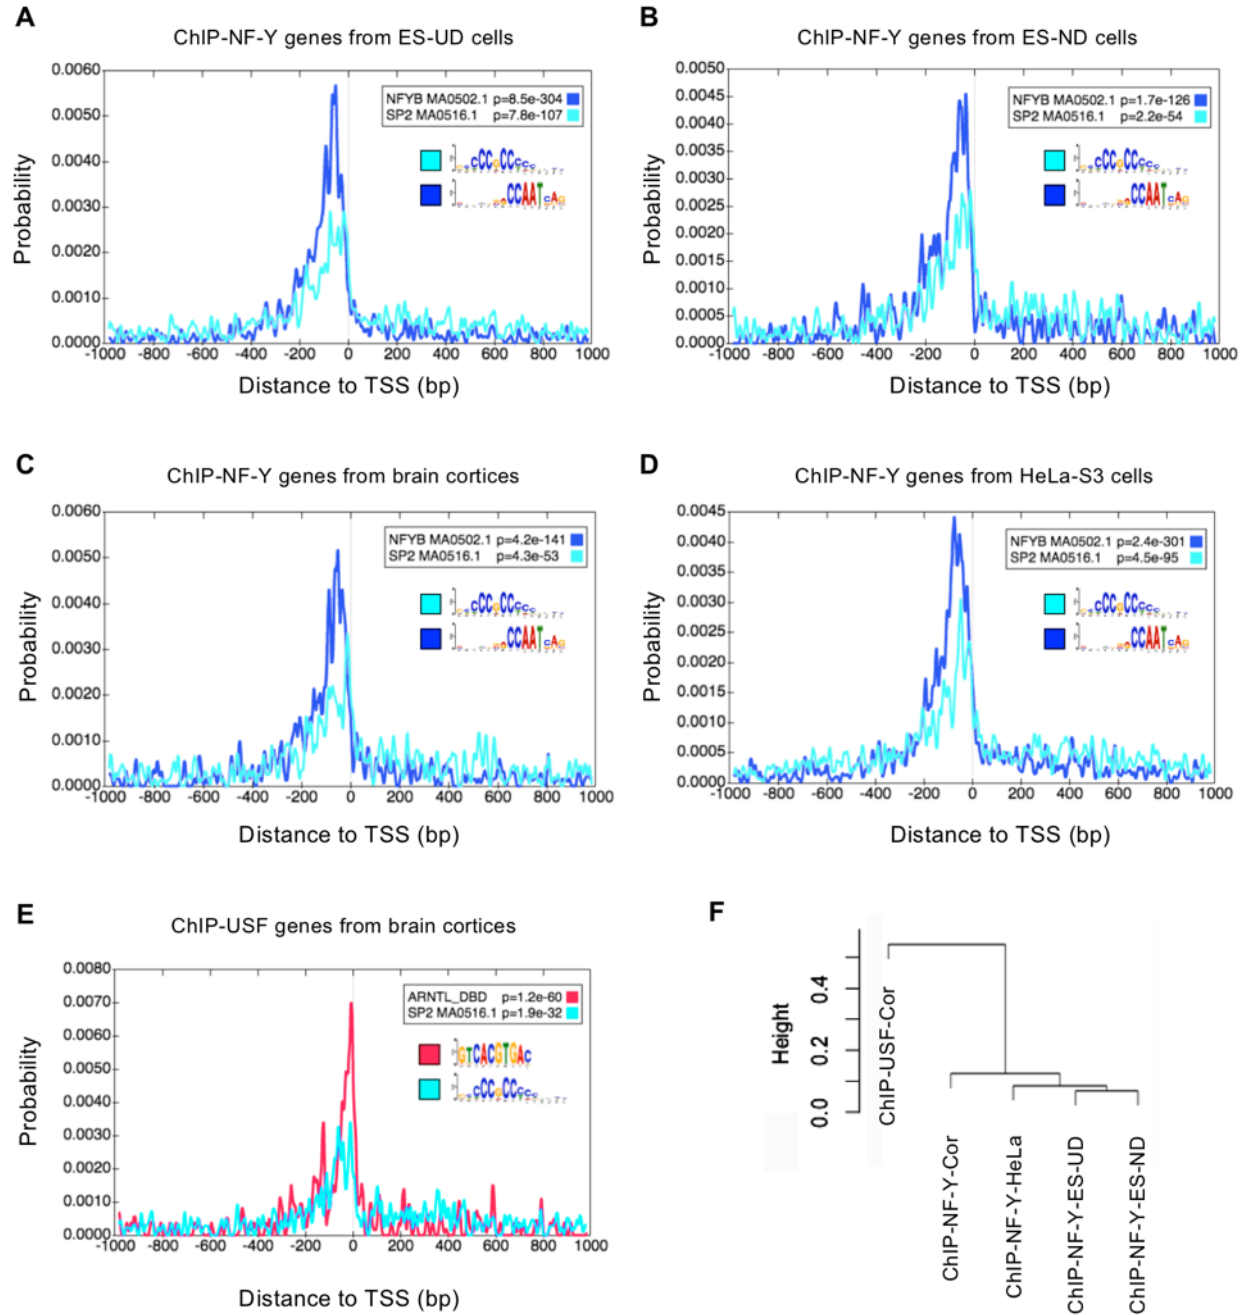

**Supplementary Figure S6. Analysis of local enrichment of transcription factor binding motifs around TSSs of NF-Y-ChIP genes.**

Motif enrichment analysis around TSSs was performed by CentriMo for top 500 of NF-Y-ChIP genes in mouse undifferentiated ES cells (ES-UD) (A), nuerally differentiated ES (ES-ND) (B), mouse brain cortices (C) and HeLa-S3 cells (D). (E) Motif enrichment analysis for USF1/2-ChIP genes in mouse brain cortices. (F) Hierarchical clustering of the cells / tissues based on the population of annotated ChIP genes (Ward.D2 method).

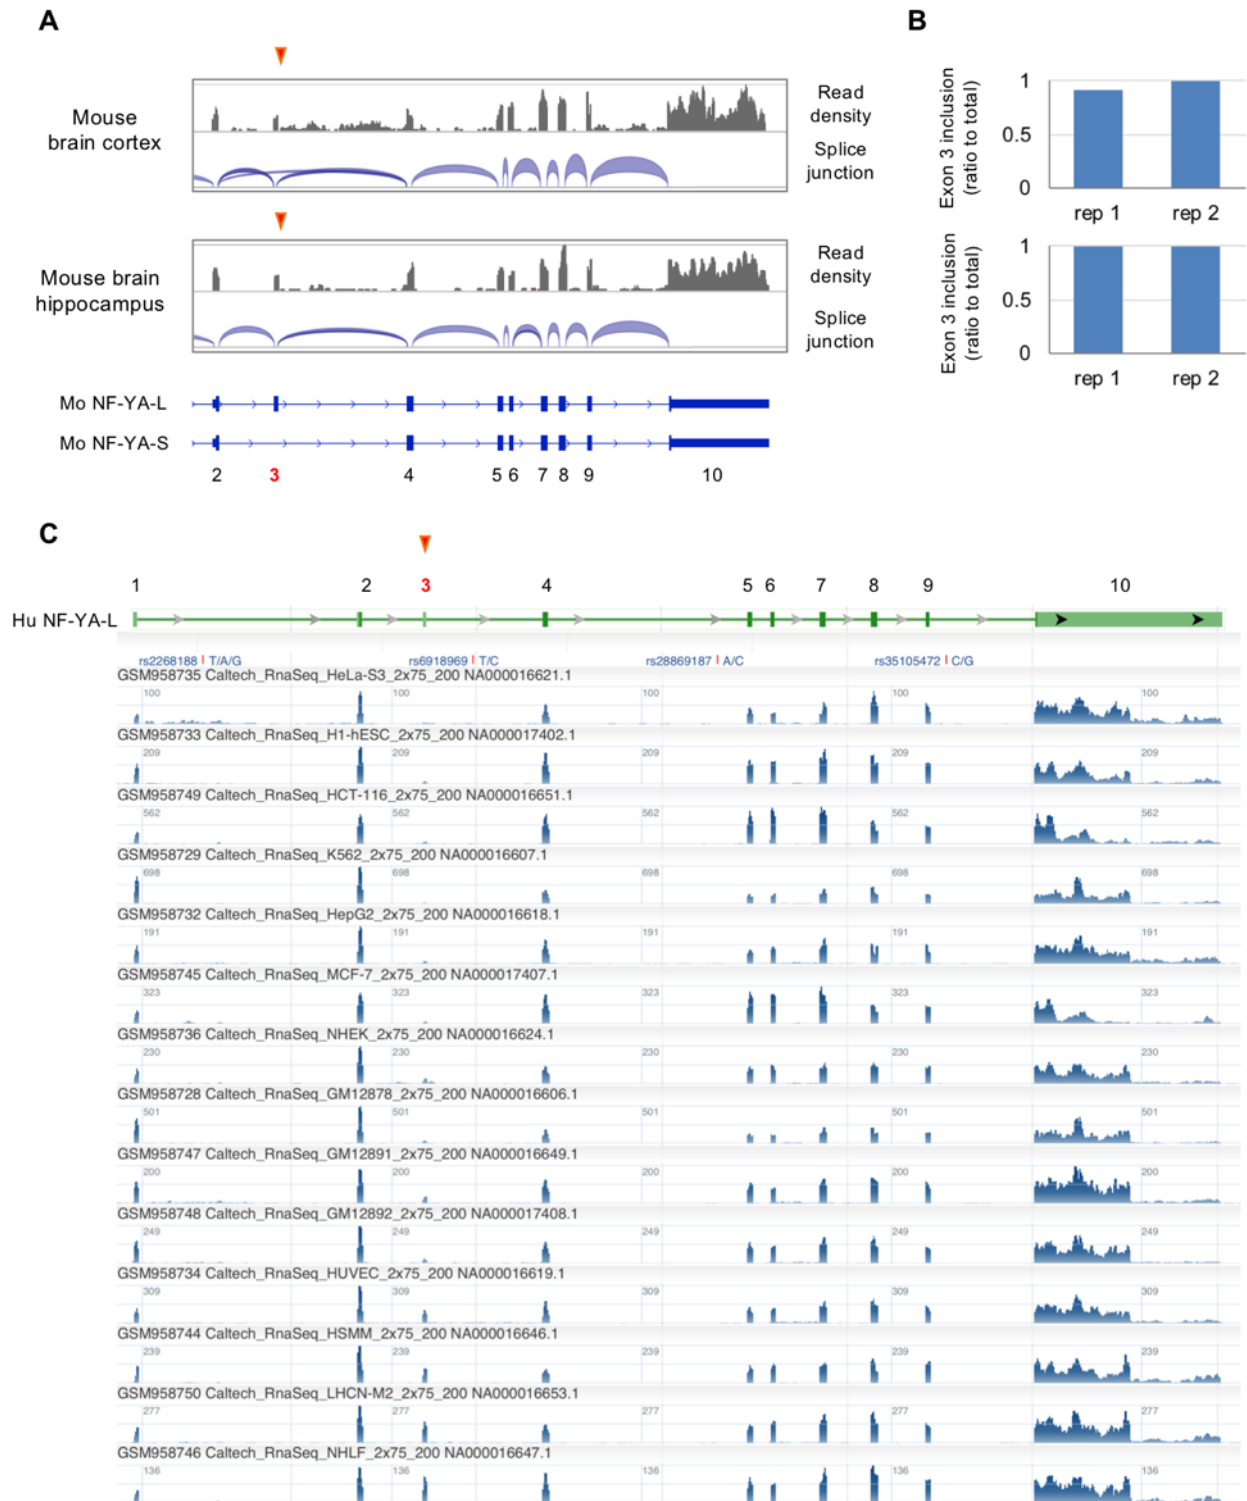

**Supplementary Figure S7. NF-YA exon 3 expressions in mouse brain and human cell lines.**

(A) Integrative Genomics Viewer (IGV) shots of RNA-seq data showing read densities and splice junctions of NF-YA in mouse cortices and hippocampi. (B) Estimation of exon 3 inclusion (two replicates). (C) GEO genome viewer shot showing read densities of NF-YA in following human

cell lines; HeLa-S3 (cervical cancer), H1-hESC (human ES cells), HCT116 (colon cancer), K562 (myeloid leukemia), HepG2 (liver cancer), MCF7 (breast cancer), NHEK (epidermal keratinocyte), GM12878 (B-lymphocyte), GM12891 (B-lymphocyte), GM12892 (B-lymphocyte), HUVEC (umbilical vein endothelial cells), HSMM (skeletal myoblasts), LHCN-M2 (skeletal myoblasts), and NHLF (lung fibroblasts).

Figure 6E

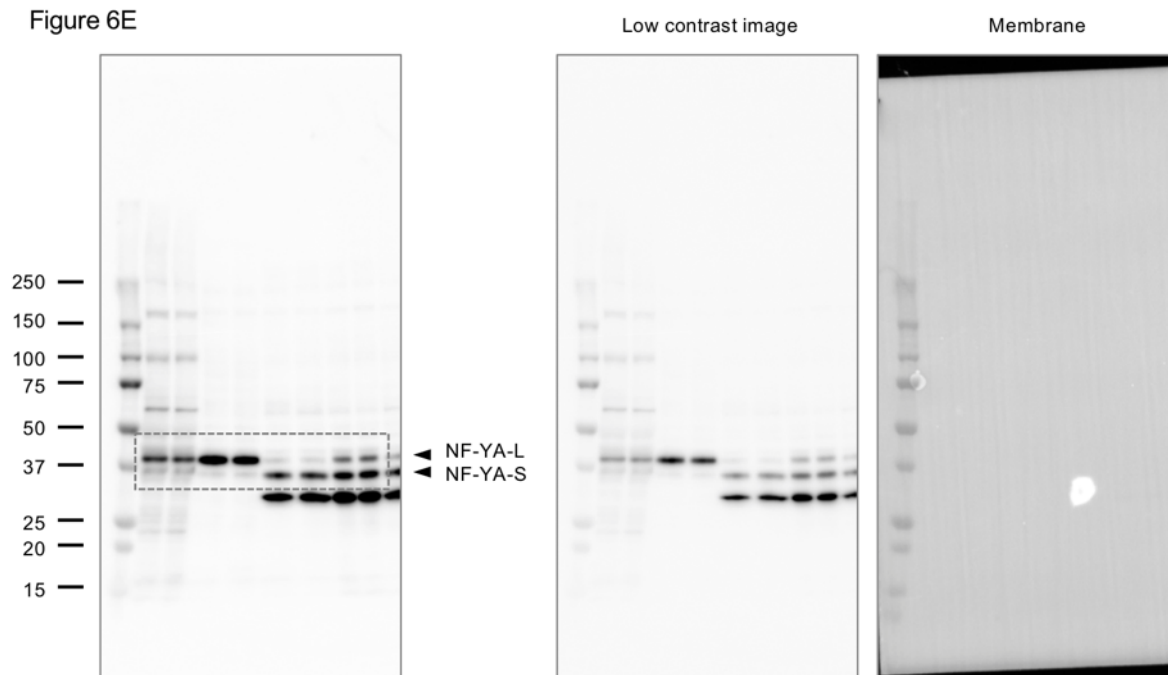

Figure S1A

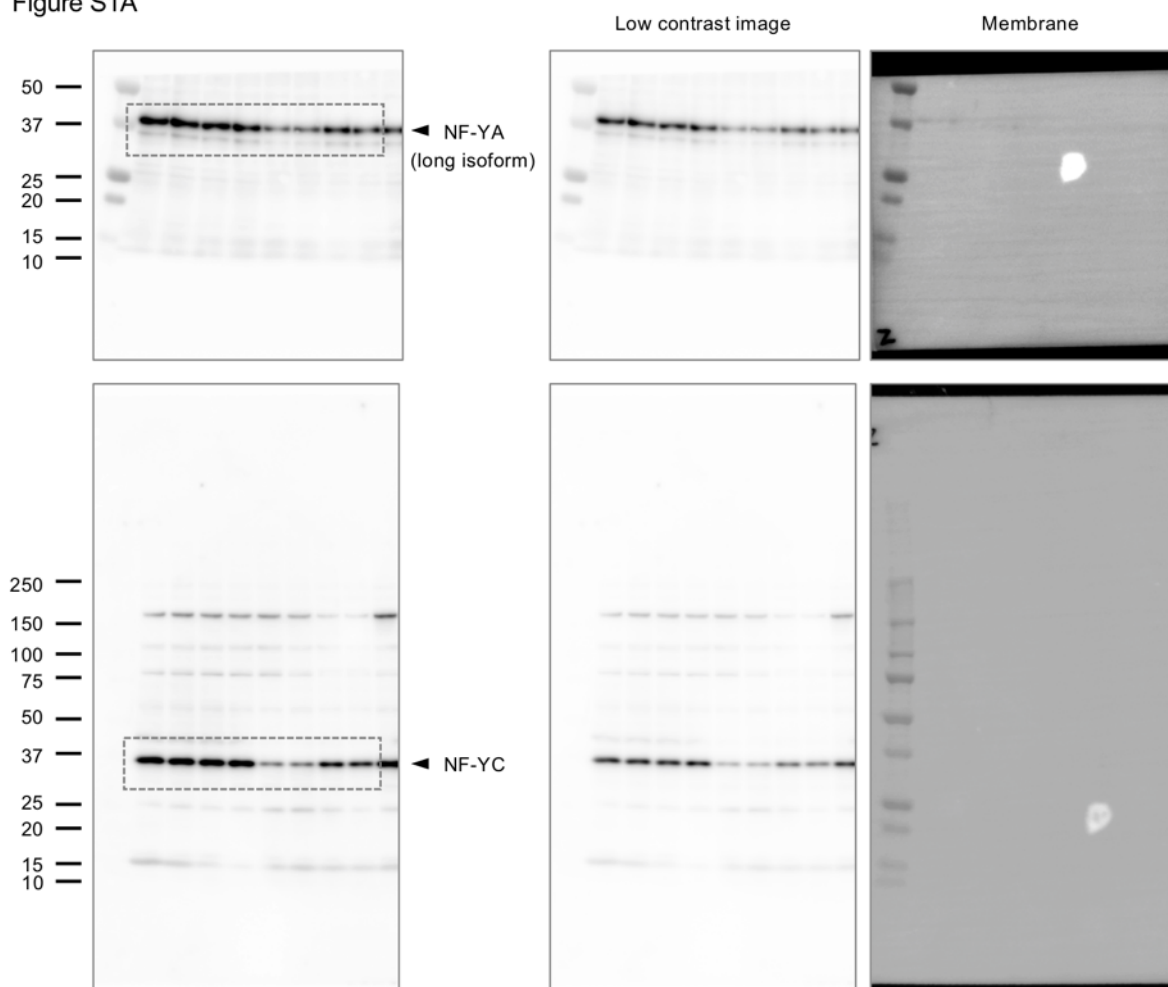

Figure S1A

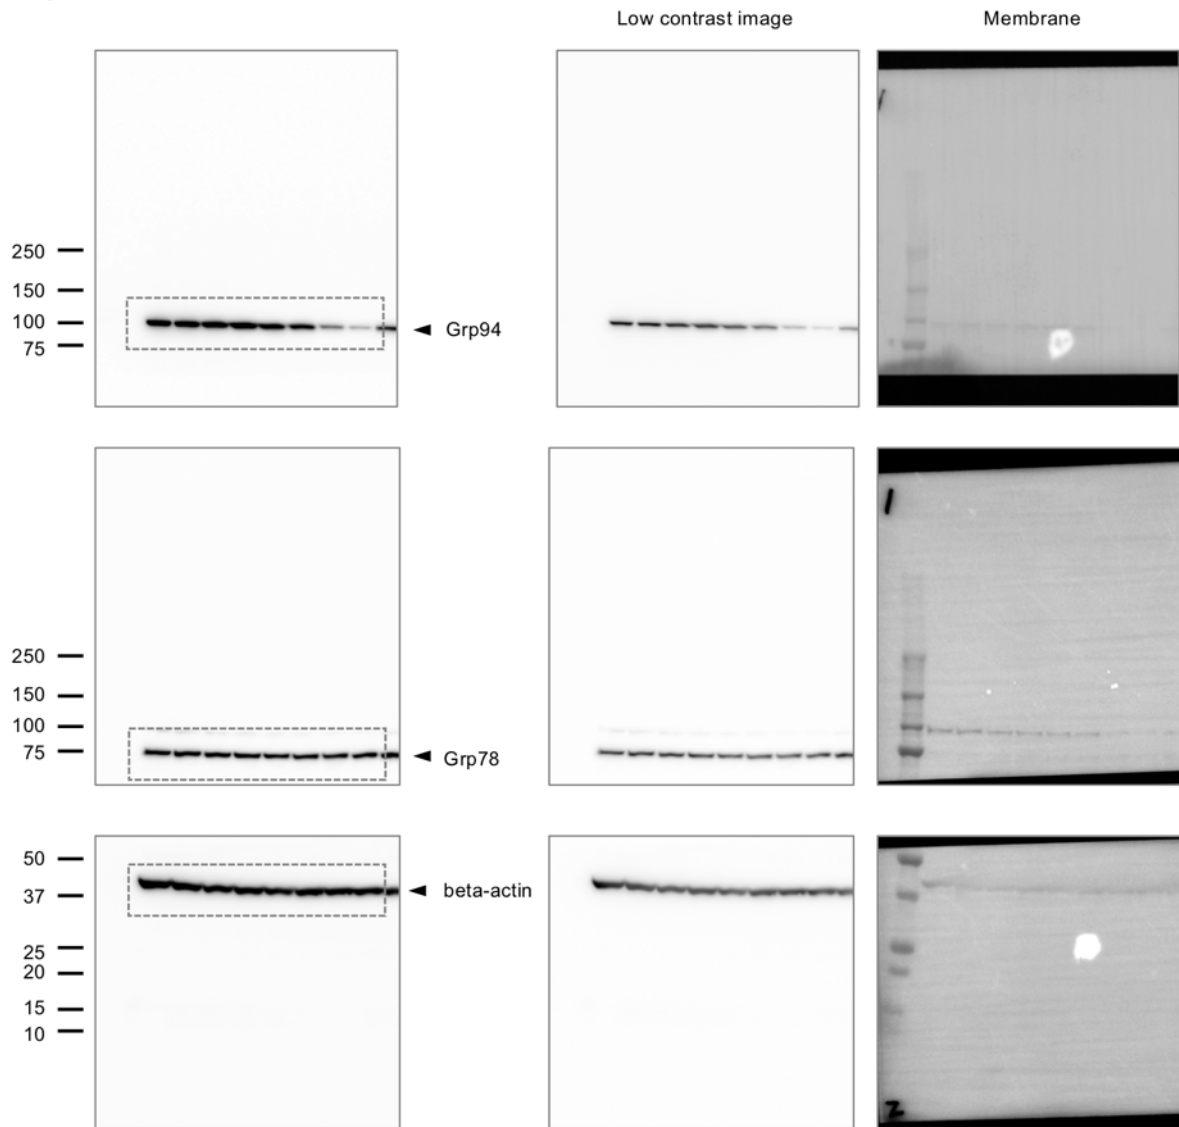

**Supplementary Figure S8. Full-length images of Western blots.**

Regions enclosed by dotted lines in left panels are shown in the figures. Lower contrast images are shown in middle panels and blot membrane images are shown in right panels. In some of the blots, blot membranes were cut horizontally to detect proteins with different molecular weights, such as Grp78 and beta-actin, at the same time.

How the deposited data were processed for this re-analysis (not part of the article)

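RNA-seq data of EmGFP-positive cells sorted from mouse striata were analysed, with 6 NT2 control and 5 NF-YA/YC knockdown samples. Samples were assigned to groups by their labels, which give the vector and a sample number. The groups share no number, and the labels give no batch. All control numbers are odd and all knockdown numbers are even. The numbers fall into a series from 3 to 10 and a series from 21 to 23, and this number block was used as a covariate in an alternative fit.

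The authors counted reads per gene with Strand NGS and deposited the estimated counts, which are partly fractional and not normalized. The authors also deposited log2 values, which are the log2 of the estimated count divided by a scaling factor per sample, minus the median of the gene over the samples. The deposited p-value compares knockdown with control, and the deposited fold change is given as a ratio without sign and on the log2 scale. The paper's text names the software but not the test. A moderated test with 0.29 prior degrees of freedom, fitted to the authors' log2 values, gave p-values that differed from those of the authors' deposited table by at most 0.39%, whereas an ordinary equal-variance test differed by a median of 10.6%. The build and annotation are not named in the paper's text or in the table, and its coordinates were printed as given. All 1767 genes of the table have a deposited p-value under 0.05, the largest being 0.04997. Of these genes, 439 had a highest count under 200 and 88 a highest count under 20, so that the minimum of 200 counts in the paper's methods had not been applied to the table.

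Estimated counts were rounded to whole numbers and fitted with edgeR 4.0.16 (R 4.3.3), using glmQLFit and glmQLFTest after TMM normalization, with the 2 groups as the only term. Standard errors of log2 fold changes were computed from the log2 fold change and the F statistic. Adjusted p-values are Benjamini-Hochberg values over the 1767 listed genes. Because the genes had been chosen by p-value, the dispersion trend, the normalization and the adjusted p-values rest on genes that mostly differ between the groups, and the numbers of genes describe the table. Normalized counts are estimated counts divided by the TMM factor of the sample relative to the geometric mean of the samples. A count of 0.5 was added before log2 for the permutation tests and the gene set scores. Single genes and scores were compared by two-sided exact permutation tests over all ways to divide the 11 samples into groups of 6 and 5. In simulated counts of 1767 genes of which 200 had been changed 2-fold, the edgeR fit found 132 of the 200 at an adjusted p-value under 0.05 in the right direction, with 5 unchanged genes called. DESeq2 found 141, with 16 unchanged genes called. Most simulated genes were unchanged, and as many were raised as lowered, unlike the genes of the table, which were chosen by p-value. The simulation therefore checks the code and does not give the error rate in the table.

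Which genes the authors' factors rest on is not stated in the paper's text. The scaling factors of the authors were recovered from genes with more than 50 counts in every sample. They ranged from 0.66 to 1.19 in the control samples and from 0.846 to 1.27 in the knockdown samples relative to their geometric mean, and replaced TMM normalization in an alternative chosen after the data were seen. The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in the edgeR fit, a minimum of 200 for the highest count, a fold threshold of 1.5 or none, the number block or the glial marker score as a covariate, a robust edgeR fit, and leaving out each sample in turn. The genes named in the text follow a rule set before the data were examined. They are Nfya, Nfyb, Nfyc, Hsp90b1, Hspa5 and Ddit3, the 5 called genes with the smallest p-value in each direction, the genes of the listed sets, and at most 10 genes down-regulated in striatal cells and in both N2a arrays. Other genes are named only where the text says that they were chosen after their values were seen, or as the members of the functional classes that were counted.

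GC content and length were taken from the longest transcript of each gene in GENCODE release M21, with 1745 of the 1767 genes matched. No paired analysis was made. The depth of the libraries is known only from the range in the paper's methods, and the counts of a gene limit its precision. The list of non-neuronal genes and the promoter sequences needed for the motif analysis were not used here, so that the subtraction of non-neuronal genes and the motif enrichment were not repeated.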

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

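Apart from the test with the glial score as a covariate, the tests of the interferon genes were chosen after the result was seen. The number block as a covariate was among the alternatives set before the data were examined. Its use here as a test of the interferon genes was chosen afterwards. The interferon genes were listed before the data were examined.

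Of 15 interferon and innate response genes, 13 were in the table, and all 13 had higher counts in the knockdown samples, with log2 fold changes from 0.88 to 1.81 (0.77 to 1.70 with the authors' scaling). They are Ifit1, Ifit3, Isg15, Irf7, Oas1a, Oasl2, Mx1, Usp18, Bst2, Rsad2, Cxcl10, Ddx58 and Ifih1, and 12 of them had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The paper's text does not discuss these genes in striatal cells, which is why the signal was picked out, although its N2a array lists include Isg15 and Ddx58 as higher and Bst2 as lower after NF-Y knockdown. The mean score over the 13 genes was 1.43 higher on the log2 scale in the knockdown samples, at 0.78 ± 0.32 (SD, n = 5) against -0.65 ± 0.86 (SD, n = 6). It was above 0 in 5 of 5 knockdown samples and in 1 of 6 control samples, replicate 3, at 0.50.

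Several technical explanations were weighed. The glial score was lower in the knockdown samples, so that cells tracked by this score, if they carried the signal, would lower the interferon score there. The score holds 5 astrocyte markers but only 1 microglia marker, and no marker of other immune cells. It therefore cannot go against microglia or other immune cells as the source, which was not tested. Within groups, Pearson's r of the 2 scores was -0.55 over the 11 samples (permutation test, p = 0.17) and Spearman's rho was -0.41 (permutation test, p = 0.29), and without the 2 samples farthest from the median of the glial score centred on its group mean, control replicates 3 and 21, r was -0.60. A negative relation does not go against a lower share of glial cells as part of the difference. This was the only such relation computed. With the glial score as a covariate, the median log2 fold change of the 13 genes was 0.78 against 1.13 without it. In that fit 4 of the 13 genes had an unadjusted p-value under 0.05 and 1 an adjusted p-value under 0.05, so that part of the difference may go with the lower glial score of the knockdown samples. The authors' scaling gave a median of 1.01, which goes against the scaling as the source. Among the interferon genes with the most whole-number counts, Cxcl10, Ifih1, Isg15, Oas1a and Usp18, the lowest log2 fold change was 0.88, but at most 54.5% of the counts of any of them were whole numbers, so that reads shared with related genes were not ruled out. Within the samples numbered 3 to 10 the score differed by 1.6, with p = 0.057 from a two-sided exact permutation test that cannot go below 0.029. With the number block as a covariate the median log2 fold change was 1.16 and all 13 genes had an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test, which goes against the number block as the source. Over all divisions of the samples into groups of 6 and 5 the two-sided exact permutation test gave p = 0.0087, but the genes were in the table because of their difference between the groups, which fixes this test in part. All knockdown samples received one vector and all controls the other, so that the knockdown and a response to the vector or its preparation cannot be told apart in these data. An interferon response in the cells that received the knockdown vector is a hypothesis that these data leave open.

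Knockdown replicate 10 had an interferon score of 0.23, far from the other knockdown samples, which lay between 0.79 and 0.98. Knockdown replicate 6 had a normalized count of Hmgn2 of 4673.1, far from the other knockdown samples, which lay between 5892.5 and 5975.9. These were 2 of the 48 groups of samples examined in this way, and about 1 in 20 groups is picked out by chance, so that the number is no larger than chance gives. No technical or biological explanation was tested for either sample.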

How the results depend on the processing

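The glial marker score as a covariate moved the total number of called genes most, and the normalization of the preselected table moved the share of them that were down-regulated most. With the authors' scaling, chosen after the data were seen, 832 genes were down-regulated against 457, and 836 down-regulated genes had an adjusted p-value under 0.05 against 377. The share of called genes that were down-regulated was 57.9% against 38.8%. The log2 fold change of Nfyc was -0.32 and its unadjusted p-value 0.043 with edgeR's quasi-likelihood test, against -0.19 and 0.23, and its log2 fold changes ran from -0.27 to -0.10 across the 11 fits that each left out a sample.

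With a minimum of 200 for the highest count, 294 genes were down-regulated and 471 up-regulated, and 180 down-regulated genes had an adjusted p-value under 0.05. With the glial marker score as a covariate, 176 genes were down-regulated and 332 up-regulated, of which 16 and 74 had an adjusted p-value under 0.05, and the log2 fold change of Nfyc was -0.52, with an unadjusted p-value of 0.011 and an adjusted p-value of 0.084 from edgeR's quasi-likelihood test. With this covariate 101 of the 457 down-regulated and 331 of the 720 up-regulated genes were called again in the same direction. At a fold threshold of 1.5, 268 genes were down-regulated. The cause was not tested except for the glial marker score and the scaling, which are treated among the other observations. With DESeq2, 510 genes were down-regulated and 696 up-regulated. With DESeq2's size factors, the number block or the robust fit, and with no fold threshold, the numbers of genes stayed within 1.5 times those first given.

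Across the 11 fits that each left out a sample, the number of down-regulated genes ranged from 381 to 488 and that of up-regulated genes from 672 to 712. The number of down-regulated genes with an adjusted p-value under 0.05 ranged from 208 to 441, and that of up-regulated genes from 511 to 680. The glial marker score differed by -1.08 to -0.75 and the interferon score by 1.19 to 1.66 across these fits, and the annotation odds ratio was between 3.6 and 7.33. With the 1 oligodendrocyte marker alone the score differed by -0.44, and with the 1 microglia marker alone by -0.31, neither of which passed the permutation test. When the authors' scaling was used, the oligodendrocyte marker differed by -0.57 (two-sided exact permutation test, p = 0.045) and the microglia marker by -0.45 (two-sided exact permutation test, p = 0.056). The glial marker score kept its direction and its side of the threshold with DESeq2's size factors, the authors' scaling, the median over markers and the astrocyte markers alone.

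The annotation odds ratio stayed above 1 and did not pass Fisher's exact test under any alternative that was run, but it fell from 5.0 to 1.5 with the authors' scaling and to 2.53 when the direction of every annotated gene was counted without a call. At a fold threshold of 1.5 no up-regulated gene was annotated, so that no odds ratio could be given. The share of N2a down-regulated genes that fell in striatal cells was 86.4% with the Affymetrix list and no longer passed Fisher's exact test against the N2a up-regulated genes. It was 79.7% in every fit that left out a sample, which shows little, because genes listed by p-value rarely change direction when a sample is left out.

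For 52 single genes of the sets and lists examined, 877 of 933 values under the alternatives kept their direction and their side of an unadjusted p-value of 0.05, 42 were weaker, 9 stronger and 5 reversed. Of the weaker values, 24 came with the glial marker score as a covariate. The reversed values were the log2 fold change of Ero1lb, which ran from -0.09 to 0.01 across the fits that left out a sample, and the log2 fold changes of Aldoc (0.07), Lix1 (0.06), Gja1 (0.21) and Fgfr3 (0.36) with the glial marker score as a covariate, of which Aldoc, Gja1 and Fgfr3 are markers in that score. No fit was made for Nfya and Hsp90b1, and the motif alternatives were not run. A pseudocount of 0.1 applied only to linear normalized values and was not run. No paired analysis was made because the groups share no sample number and the labels give no pairs. A pairing of neighbouring numbers was not tried. The counts of single genes are limited by their depth, and genes with few counts, such as those under 200, passed or failed the thresholds on few reads.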

Differences from the paper's values

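The paper's total of DEGs after the subtraction of non-neuronal genes is 710, and the number here, without that subtraction, was 1177. Of the 19 alternatives set before the data were examined, 5 came within 1.5 times the paper's total. They were the minimum of 200 for the highest count (765), the glial marker score as a covariate (508), the fold threshold of 1.5 (796) and the fits without knockdown replicate 4 (1064) or knockdown replicate 6 (1059), and the others did not. The paper's number of up-regulated genes is 281, and the number here was 720. With the glial marker score as a covariate it was 332, within 1.5 times the paper's, and none of the other alternatives set before the data were examined closed the gap. The same covariate gave 176 down-regulated genes, not within 1.5 times the paper's 429, whereas the fit without it gave 457, which was.

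The paper's number of DEGs before the subtraction is given as about 1400, and with the authors' scaling, chosen after the values were seen, 1437 genes were called here. In the authors' deposited table, 1398 genes had a fold change above 1.2 and a highest count of at least 50, a minimum picked from several after the values were seen, against 1496 with a minimum of 20 and 1147 with the minimum of 200.

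The paper reports more down-regulated than up-regulated genes. Of the 21 settings in which genes were counted here, the number of up-regulated genes was larger in 20. The exception was the authors' scaling, chosen after the values were seen, with 832 down-regulated and 605 up-regulated genes. The other settings all took their normalization from the preselected list. They share any bias of that normalization and are not separate evidence against the paper's direction. The authors' deposited values gave 894 down-regulated and 690 up-regulated genes at a fold change above 1.2.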

Other observations

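The tests of the scaling, of the label of control replicate 3 and of the numbers of genes in other divisions of the samples were chosen after the results were seen, and the zinc finger genes were picked out by their direction before they were tested.

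The surplus of up-regulated over down-regulated genes with TMM normalization, which holds for the called genes and not for all listed genes, may come from the scaling of a preselected list. With the factors that the authors' log2 values imply, 57.9% of called genes were down-regulated. The genes that these factors rest on are not known, so that the direction of the surplus depends on the scaling and is not settled here. GC content and transcript length were also tested. Across 1745 genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.08 with GC content and -0.18 with length, and 37 and 23 of 100 divisions of the samples gave as large a correlation, so that neither sets the real groups apart.

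Among 100 divisions of the 11 samples into groups of 6 and 5, the real one included, 1 gave as many down-regulated genes and 1 as many up-regulated genes, in both cases the real one. The largest numbers in the other divisions were 317 and 367, with medians of 14 and 17. The genes had been listed by their p-value in the real division, so that this comparison was settled in advance. For the annotation odds ratio, 9 of the 100 divisions gave a value as large. For the odds ratio of the N2a comparison, 8 of the 100 did, so that the shared direction with N2a cells cannot be told apart from chance division of the samples, although Fisher's exact test over genes gave a small p-value.

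The smaller number of called genes with the glial marker score as a covariate could reflect the overlap of the score with the condition. When the glial scores were shuffled within each group, between 444 and 929 genes were called, with a median of 688, and 9 of 100 shuffles left as few as the 508 called with the real scores. The loss of calls with this covariate therefore cannot be told apart from the cost of a covariate that differs between the groups, and it does not give the number of DEGs that come from glial cells.

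Control replicate 3 stood apart from the other controls. Its chi-square values against the other 5 controls ranged from 75.8 to 170.2 per degree of freedom, its scaling factor was the lowest at 0.66, and its glial marker and interferon scores of -0.51 and 0.50 lay near those of the knockdown samples. If it were a mislabelled knockdown sample, its Nfyc level would lie among theirs. Scaled with the authors' factors, its Nfyc count was 1177.9, the highest of the 11 samples, but Nfyc overlapped between the groups. Its estimated counts of Gdnf (0), Prph (4) and Clca1 (12) were under those of every knockdown sample, but these genes were picked out for their low counts in the controls, this sample included, and do not test its label. Of the 20 genes with the smallest p-values in the fit without it, it lay on the side of the controls in 10, so that a swapped label was not ruled out. Its lower depth or a different composition of sorted cells was not tested, and without it 488 genes were down-regulated and 712 up-regulated.

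Genes with the symbol prefix Zfp, which encode zinc finger proteins, were singled out after their values were seen, in a search of symbol prefixes for a shared direction. Of 38 in the table, 35 (92.1%) were lower in the knockdown samples, against 981 of 1729 other genes (56.7%; two-sided Fisher's exact test over genes, p = 3e-06). The search was rebuilt afterwards over the 20 prefixes of 3 letters with at least 9 genes, and there the adjusted p-value was 6.1e-05. The first search covered more prefixes and was not kept, so that this value does not adjust for it. In the rebuilt search 5 prefixes had an adjusted p-value under 0.05 (Zfp, Ifi, Oas, Col and Gpr), so that a shared direction was not peculiar to the zinc finger genes. The test takes genes as independent, which they are not. The authors' scaling also left 35 of 38 lower. The effect per gene was small, with a median log2 fold change of -0.30 against -0.13 for the other genes, and 8 of the 38 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test (29 with the authors' scaling). In 10000 draws of listed genes matched on GC content and transcript length, a median of 63.2% fell, and as large a share as among the zinc finger genes fell in 0% of the draws. Of the 12 zinc finger genes whose counts were whole numbers in every sample, 91.7% fell, but the family was chosen because its genes fell, so that reads shared between paralogs were not ruled out. With the glial score as a covariate the median log2 fold change was -0.27, and 1 of the 38 had an adjusted p-value under 0.05. Of the 100 divisions of the samples, 4 parted the zinc finger genes from the others as much in either direction, but the genes were chosen for their direction in the real division, so that the pattern cannot be told apart from chance division of the samples.

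Gdnf, Prph, Clca1 and H19 were also singled out after their values were seen, because their counts were low in the control samples against the knockdown samples. Gdnf had at most 3 estimated counts in every control sample and from 10 to 48 in the knockdown samples, whose mean normalized count was at least 9.1-fold higher than the controls, taken at the floor of 3 counts. Prph, which encodes the intermediate filament protein peripherin, had from 0 to 10 estimated counts in the controls and from 44 to 182 in the knockdown samples, a log2 fold change of 4.57 (adjusted p = 0.0031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clca1 had up to 69.5 estimated counts in the controls and from 440.1 to 664.6 in the knockdown samples. Only 18.2% of its values were whole numbers, so that reads shared with related genes may be part of its count, which was not tested. H19 had from 1 to 38 in the controls and from 23 to 148.5 in the knockdown samples, with overlap between the groups. With the glial marker score as a covariate the log2 fold changes were 2.79 for Prph, 3.96 for Clca1 and 2.12 for H19, and H19 no longer passed an unadjusted p-value of 0.05 from edgeR's quasi-likelihood test. The authors' scaling gave 4.43 for Prph, 4.16 for Clca1 and 3.22 for H19.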
